# RNA-sequencing analysis of lung primary fibroblast response to eosinophil-degranulation products predicts downstream effects on inflammation, tissue remodeling and lipid metabolism

**DOI:** 10.1186/s12931-017-0669-8

**Published:** 2017-11-10

**Authors:** Stephane Esnault, Ksenija Bernau, Elizabeth E. Torr, Yury A. Bochkov, Nizar N. Jarjour, Nathan Sandbo

**Keywords:** Fibroblast, Eosinophil, Il-3, IgG, Degranulation, Lung, RNA-sequencing, Inflammation, Tissue remodeling, Lipid metabolism

## Abstract

**Background:**

The association of eosinophils with inflammation and tissue remodeling is at least partially due to their release of toxic granule proteins and other mediators, including cytokines. Tissue remodeling and consequent functional defects are affected by activity of connective tissue fibroblasts. Exaggerated fibroblast activation, accumulation and change of phenotype may lead to fibrosis and loss of tissue function. So far, little information has been reported on how eosinophils affect inflammation and tissue remodeling via the activation of fibroblasts. We have recently shown that eosinophil activation with IL-3 led to a robust eosinophil degranulation on immunoglobin-G (IgG) coated plates. Thus, in the present study, we analyze the effects of IL-3-activated eosinophil degranulation products on primary human lung fibroblasts (HLF) using whole transcriptome sequencing.

**Methods:**

Conditioned media was obtained from eosinophils that were pre-activated with IL-3 or IL-5 and subsequently cultured for 6 h on IgG to induce degranulation. This conditioned media was added on human lung fibroblasts (HLF) for 24 h and the cell lysates were then subjected to whole transcriptome sequencing to identify global changes in gene expression. Differentially expressed genes were analyzed using the Ingenuity Pathway Analysis (IPA), and validated by qPCR.

**Results:**

In HLF, the expression level of 300 genes was changed by conditioned media from IL-3-activated eosinophils compared to control fibroblast cultures. Among these 300 genes, the expression level of 35 genes coding for known proteins was upregulated by IL-3- versus IL-5-pre-activated eosinophils. Of the 35 upregulated genes, IPA identified *C3*, *CH25H*, *CXCL1*, *CXCL8*, *CYP1A1*, *ICAM1*, *IL6* and *UCN2* as having downstream functions on inflammation, tissue remodeling and lipid synthesis. This analysis combined with previous RNA sequencing analyses of eosinophils suggest IL-1ß, OSM and TNFSF12 as potential upstream regulators of fibroblasts.

**Conclusions:**

This study has identified several novel pro-inflammatory and pro–remodeling mediators produced by fibroblasts in response to activated eosinophils. These findings may have significant implications on the role of eosinophil/fibroblast interactions in eosinophilic disorders.

**Electronic supplementary material:**

The online version of this article (10.1186/s12931-017-0669-8) contains supplementary material, which is available to authorized users.

## Background

Allergic inflammation is characterized by a type-2 immune response. Mast cells and eosinophils are critical for the development of early- and late-phase type-2 immune response, respectively. Eosinophilia has been associated with chronic asthma symptoms and severity [1–4]. Evidence suggests that eosinophils contribute to asthma pathogenesis via the release of cytotoxic granule proteins and other mediators, including cytokines and lipids [5, 6]. The release of these mediators from eosinophils leads to tissue damage and recruitment/activation of other cell types, including fibroblasts.

Asthma is marked by airway inflammation and remodeling. The structural changes of airway remodeling result in airflow limitation and are associated with increased asthma severity [7]. Airway remodeling includes epithelial changes, angiogenesis, and increased smooth muscle mass, and activation of fibroblasts to differentiate into pro-inflammatory-producing fibroblasts and extracellular matrix (ECM)-producing myofibroblasts [8].

Eosinophils are an important source of growth factors and cytokines that can influence fibroblast function and airway remodeling. Transforming growth factor-β (TGF-ß) and interleukin-1 (IL-1) are two cytokines that have been implicated in airway remodeling, and they are known to be derived from eosinophils [9–15]. TGF-β can activate fibroblasts to differentiate into myofibroblasts and to produce pro-fibrotic proteins [10, 16, 17]. IL-1 also can induce airway remodeling [18], but interestingly IL-1 and TGF-ß may have opposing effects on the differentiation of fibroblasts, as TGF-ß-induced fibroblast differentiation can be attenuated by IL-1, particularly in lung fibroblasts [19–21]. Moreover, TGF-ß and IL-1, associated with the eosinophil granule major basic protein (MBP), can induce expression of the pro-fibrotic and inflammatory IL-6 family genes (IL-6, IL-11, and leukemia inhibitory factor) [22]. Human blood eosinophils co-cultured with skin fibroblasts leads to secretion of IL-6, CXCL1, and CCL2 from fibroblasts independently of cell contact, indicating that soluble mediators are responsible for activation of these genes in fibroblasts [23, 24]. Therefore, while the role of eosinophils on the fibroblast biology has been previously studied and reported, the expression level of only few genes has been examined.

Eosinophil-driven pathology involves the release of toxic proteins and mediators involved in inflammation and remodeling, via degranulation or piecemeal release. Because high amounts of immunoglobulin G (IgG) are present in airways [25, 26], eosinophil degranulation on IgG has been used as a physiologically relevant model to analyze the mechanisms of eosinophil degranulation [27, 28]. We have recently reported that IL-3-pre-activated eosinophil strongly degranulated on heat aggregated human IgG (HA-IgG), releasing ~25% of their total cellular eosinophil-derived neurotoxin (EDN) in 6 h [29]. In the present study, we have used this eosinophil degranulation model [29] to examine the function of the endogenic eosinophil compounds on primary human lung fibroblasts (HLF). To understand the global effects of eosinophil mediators on fibroblasts, we performed whole-transcriptome RNA sequencing (RNA-seq) analysis of gene expression in cultured HLF. We hypothesized that fibroblast response to eosinophil-degranulation products would lead to potential downstream effects on tissue inflammation and remodeling.

## Methods

### Subjects, cell preparations and cultures

Eosinophil isolation was performed under a study protocol approved by the University of Wisconsin-Madison Health Sciences Institutional Review Board. Informed written consent was obtained from subjects prior to participation. Peripheral blood eosinophils were obtained from allergic subjects with (*n* = 2) and without mild asthma (*n* = 1). Subjects with prescriptions for low doses of inhaled corticosteroids did not use their corticosteroids the day of the blood draw.

Eosinophils were purified by negative selection as previously described [29] from three female donors with 0.12, 0.2 and 0.47 × 10^6^ eosinophils per ml of whole blood. Briefly, 200 ml of heparinized blood was diluted 1:1 in HBSS and was overlaid above Percoll (1.090 g/ml). After centrifugation at 700 x*g* for 20 min, at room temperature, the mononuclear cells were removed from the plasma/Percoll interface and erythrocytes were eliminated from the cell pellet by hypotonic lysis. The remaining pellet was resuspended in 2% new calf serum in HBSS. Cells were then incubated with anti-CD16, anti-CD3, anti-CD14 and anti-Glycophorin-A beads from Miltenyi (San Diego, CA), and run through an AutoMACS (Miltenyi). Eosinophil preparations with purity > 99% and viability ~98% were used the same day, ~5 h after the blood draw.

Human lung fibroblasts (HLF) were isolated as described previously [30, 31] using de-identified tissue samples from thoracic surgical resection specimens. These samples were collected and characterized in collaboration with the biobanking services run by the Carbone Cancer Center Translational Science BioCore at the University of Wisconsin-Madison, under Institutional Review Board approval. To obtain non-fibrotic fibroblasts, we utilized adjacent (uninvolved) lung from lobectomy or biopsy specimens from patients undergoing lung resection for pulmonary nodules and who did not have any identifiable lung disease by history or histologic assessment. All specimens used for fibroblast isolation were examined by a pathologist to ensure that no underlying lung disease (emphysema, idiopathic lung diseases, etc.) was present on histology. Briefly, to isolate fibroblasts, tissue specimens were placed in DMEM with 100 units/ml streptomycin, 250 ng/ml amphotericin B, 100 units/ml penicillin, and 10 μg/ml ciprofloxacin. Alveolated lung tissue was minced and plated onto 10-cm plates in growth medium containing DMEM supplemented with 10% FBS, 2 mM L-glutamine, and antibiotics, as above. Expanded populations of fibroblasts were subsequently subcultured after 4–5 days, resulting in the development of a homogenous fibroblast population. All primary cultures were used from passages 5–10 and maintained on tissue culture plastic until the time of experiments. Two different HLF lines from different donors were used in this study.

### Preparation of eosinophil-conditioned media

Peripheral blood eosinophils were cultured at 1 × 10^6^/ml in medium (RPMI 1640 plus 10% fetal bovine serum (FBS)) with IL-3 (2 ng/ml) or IL-5 (4 ng/ml) for 20 h. After 20 h stimulation with cytokines, eosinophils were washed and suspended at 1 × 10^6^/ml in fresh medium (no cytokine), and 1 ml was added to a 24-well plate, which had been coated overnight with HA-IgG (10 μg/ml; 350 μl/well) and saturated with 0.1% gelatin for 30 min at 37 °C. Heat aggregation of human IgG (HA-IgG) was performed in PBS for 30 min at 63 °C, as previously described [29]. IL-3-preactivated eosinophils were also seeded on uncoated (no HA-IgG) wells, as negative control for eosinophil degranulation. After a 6 h incubation, the three types of supernatant fluids (conditioned media: IL-3, IL-3 on HA-IgG (IL3IgG) and IL-5 on HA-IgG (IL5IgG)) were harvested and stored at −80 °C, before analysis by ELISA for EDN release (degranulation), and before addition on cultured HLF. Human EDN ELISA (MBL, Woburn, MA) has a minimum detection limit of 0.62 ng/ml.

### Fibroblasts cultured with eosinophil-conditioned media

HLF were treated in 1:1 dilution of maintenance media (DMEM/10% FBS, 2 mM L-glutamine, and antibiotics as above) and eosinophil-conditioned media. The three types of eosinophil-conditioned media described above (IL-3, IL-3 on HA-IgG (IL3IgG) and IL-5 on HA-IgG (IL5IgG)) were obtained from three different blood donors. Each conditioned medium was tested individually on the HLF from both lung biopsy donors. Controls included HLF cultured in medium only (RPMI with 5% FBS) and HLF cultured with 1 ng/ml plus 0.5 μg/ml of HA-IgG (rhIL3IgG). This latter control was used to account for 1) potential release of intracellular IL-3 during IL-3-activated eosinophil degranulation, and 2) any release of coated HA-IgG during the 6 h degranulation period. After 24 h, HLF were harvest with RLT extraction buffer from Qiagen for total RNA extraction.

### RNA preparation and RNA-seq analysis

Total RNA was extracted from HLF using the RNeasy Mini Kit (Qiagen, Valencia, CA) and treated with DNase (RNase-free DNase kit, Qiagen). Fifteen μl of total RNA were recovered with concentrations ranging from 70 to 180 ng/μl and with ratios 260/280 nm ranging from 1.98 to 2.04. RNA samples were submitted to the University of Wisconsin-Madison Biotechnology Center (Madison, WI) for RNA quality and integrity evaluation via Agilent 2100 Bioanalyzer platform (Agilent Technologies) and whole-transcriptome sequencing. The sequencing library from mRNA was prepared using TruSeq Stranded mRNA Library Preparation Kit (Illumina; San Diego, CA, USA) and RNA-seq (1 × 100 bases) was carried out using Illumina HiSeq 2500 platform. SeqMan Ngen (v.13) and ArrayStar with Qseq module (v.13) software packages (DNAStar, Madison, WI) were used to map sequence reads to human reference genome (GRCh38), apply statistical analyses and identify global gene expression changes for both fibroblast donors. Of note, the two fibroblasts (L20 and L21) were analyzed separately, and only genes up- or down-regulated by more than 1.5 fold for both L20 and L21 were considered in our analyses. Raw data and normalized RPKM (Reads Per Kilobase per Million mapped reads) values have been deposited to the NCBI Gene Expression Omnibus (GEO) database and assigned accession number (GSE102860). Differentially expressed genes were analyzed using DAVID Bioinformatics Resources 6.8(Beta) (National Institute of Allergy and Infectious Diseases (NIAID), NIH) [32] and the Ingenuity Pathway Analysis (IPA) web-based software (Qiagen) to identify the relevant biological mechanisms and pathways.

### Real-time quantitative (q) PCR

The reverse transcription reaction was performed using the Superscript III system (Invitrogen/Life Technologies, Grand Island, NY, USA). Gene expression levels were determined by qPCR using SYBR Green Master Mix (SABiosciences, Frederick, MD, USA) or Taqman. For PCR using SYBR Green, forward and reverse specific primers (see Additional file 1: Table E1 for primer sequences) were designed using Primer Express 3.0 (Applied Biosystems, Carlsbad, CA, USA) and blasted against the human genome to determine specificity using http://www.ncbi.nlm.nih.gov/tools/primer-blast. The reference gene primers, ß-glucuronidase ((GUSB), forward: caggacctgcgcacaagag, reverse: agcgtgtcgacccattc), was used to normalize the samples. Standard curves were performed and efficiencies were determined for each set of primers. Efficiencies ranged between 91 and 96%. Data are expressed as fold change using the comparative cycle threshold (∆∆CT) method as described previously [29].

### Statistical analyses

Statistical analyses of the pathways, potential upstream regulators and downstream functions of the genes changed by the IL3IgG conditioned media in HLF were generated by the Ingenuity Pathway Analysis (IPA) package from Qiagen. Statistical analyses of the qPCR were performed using the SigmaPlot 11.0 software package (Systat Software, Inc., San Jose, CA, USA). One Way ANOVA followed by the Holm-Sidak analysis were used to compare the three groups (IL3, IL3IgG and IL5IgG), and *p* < 0.05 was considered statistically significant.

## Results

### Generation of conditioned media from degranulated eosinophils

Eosinophils activated for 20 h with IL-3 or IL-5 were added on coated heat-aggregated (HA)-human serum IgG for 6 h (IL3IgG and IL5IgG). The morphology of the eosinophils pre-activated with IL-3 or IL-5 and seeded on coated HA-IgG is shown on Additional file 2: Figure E1, where pictures of cultures were taken at 2 h, 4 h and 6 h. Additional file 2: Figure E1 suggests that in the earlier time-points, eosinophils adhered to HA-IgG. However, the adhesion was reversible for IL-5-activated eosinophils while IL-3 activation led to cell breaks and release of free granules (Additional file 1: Figure E1). As a negative control for eosinophil degranulation, IL-3-activated eosinophils were seeded in uncoated wells (IL3). In this condition, (no IgG), eosinophils do not adhere to the bottom of the wells (not shown). Conditioned media were harvested 6 h after eosinophils from three donors were seeded on IgG. As shown on Fig. 1, IL3IgG eosinophils released ~15-fold more EDN than the control IL3 (seeded on uncoated wells), and ~2-fold more than IL5IgG. These conditioned media samples were diluted (2-fold) in serum free medium, and added to human lung primary fibroblasts (HLF) for 24 h before RNA expression analyses by next-generation RNA sequencing (RNA-Seq) and RT-qPCR.

**Fig. 1:**
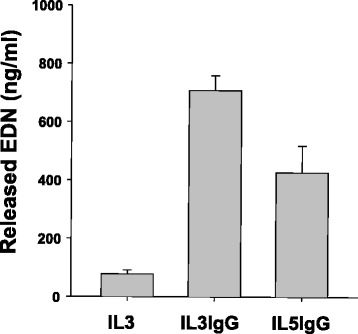
Evaluation of eosinophil degranulation by the measurement of EDN in eosinophil conditioned media. To prepare the eosinophil conditioned media that will be tested on human lung fibroblasts, human blood eosinophils were activated with IL-3 or IL-5 for 20 h and were then added on heat-aggregated (HA) human serum IgG for 6 h. Three conditioned media were prepared, including two conditioned media from IL-3-activated eosinophils, cultured for 6 h on coated HA-IgG (IL3IgG) or uncoated wells (IL3). The third conditioned medium was from IL-5-activated eosinophils seeded for 6 h on HA-IgG (IL5IgG). EDN released from eosinophils in the three conditioned media was measured by ELISA. The graph is an average ± SEM of three different cultures from three different eosinophil donors. The three groups were statistically different from each other as determine using the One-Way Analysis of Variance followed by the Holm-Sidak method (*p* < 0.001, *n* = 3)

### RNA-seq analyses of HLF cultured with eosinophil conditioned media

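Human lung fibroblasts (HLF) are primary cells grown from lung tissue, and the lines L20 and L21 come from 2 donors. RNA from 12 libraries was sequenced with reads of 100 bases. For each line there was 1 library of cells in medium only, 1 library with rhIL3IgG (recombinant IL-3 at 1 ng/ml with heat-aggregated IgG), 2 libraries with IL3IgG medium and 2 libraries with IL5IgG medium, all after 24 h. The 2 libraries of a conditioned medium come from 2 eosinophil donors, whose cells were primed for 20 h and left on IgG for 6 h. The sources differ on the dose of aggregated IgG in rhIL3IgG (0.5 or 1 μg/ml) and on the DMEM used during treatment (with 10% serum in the methods, without serum in the labels). The authors mapped the reads to GRCh38 and deposited log2 RPKM (reads per kilobase and library size) for 38445 rows, with a floor in place of 0 that differs between the lines.
RPKM steps of single reads in miRNA rows gave 6484083 to 10377972 mapped reads per library. At these depths 1 read on a transcript of 1 kilobase is worth 0.096 to 0.154 RPKM, and between 16522 and 17943 rows lay above the floor. Values were taken back to RPKM with the floor as 0, and limma was run on log2(RPKM + 0.5) over the 13906 rows with a mean of at least 0.5 RPKM, with the fibroblast line as a term and all 12 libraries sharing 1 estimate of the spread. A fold change on this scale understates the change of low genes. The medium and rhIL3IgG libraries served together as the controls (n = 4). By the paper's methods each conditioned medium was applied by itself to both lines. No culture was repeated within a line and eosinophil donor, so the p-values measure only the spread between these libraries.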

For RNA-seq analyses, total RNA was extracted from 2 HLF cell lines (L20 and L21) cultured for 24 h with conditioned media from eosinophils (from *n* = 2 different donors) degranulated on HA-IgG after a 20 h priming with either IL-3 (IL3IgG) or IL-5 (IL5IgG). Also, HLF culture controls included HLF cultured with medium only or with 1 ng/ml of IL-3 plus 0.5 μg/ml of HA-IgG (rhIL3IgG) to account for the possible release of rhIL-3 from eosinophils degranulating on HA-IgG, and for the possible detachment of coated IgG during degranulation.

In a first analysis, we wished to examine gene expression levels changed in HLF by the degranulation products from IL-3-activated eosinophils. For this purpose, gene expression by fibroblasts incubated with IL3IgG conditioned media (mean values of two donors) was compared to both control fibroblast cultures (medium and rhIL3IgG). Genes whose expression level is changed in the same direction (up or down) by more than 1.5 fold in both HLF lines (L20 and L21) were included in this first dataset. Among these genes, 169 genes were upregulated (Additional file 3: Table E2). 

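Fibroblasts in IL3IgG medium had higher levels of genes of inflammation. By limma at an adjusted p under 0.05, 42 rows were higher and 14 lower than in the controls, and 6 of these 56 rows are short RNAs for which 1 read is worth several RPKM. CCL2, a chemokine that attracts monocytes (chromosome 17 from 34255274 to 34257208 of GRCh38), averaged 14.8 ± 2.27 RPKM (SD, n = 2) in L20 with IL3IgG against 4.02 in medium, and 289 ± 17.7 RPKM (SD, n = 2) against 104 in L21. Its log2 fold change was 1.59 (standard error 0.10, adjusted p = 4.23e-05 from limma). NPTX1, a secreted pentraxin, had a log2 fold change of 1.35 (standard error 0.07, adjusted p = 2.78e-05 from limma), and LIF, a cytokine of the IL-6 family, one of 1.29 (standard error 0.20, adjusted p = 0.0275, limma). HAS2, which makes hyaluronan, fell by 1.00 on the log2 scale (standard error 0.15, adjusted p = 0.0191 from limma), from 443 RPKM in medium to 267 ± 2.79 RPKM (SD, n = 2) in L20.
Of 31 NF-kB target genes listed before the data were examined, 5 were higher and none lower (12 higher and 1 lower when adjusted over the list alone). They include NFKBIA, the inhibitor that NF-kB induces (log2 fold change 1.03, adjusted p = 0.00172 from limma), and SOD2, the mitochondrial superoxide dismutase (0.93, adjusted p = 0.00673). The list rose as a set by limma's camera test (adjusted p = 5.43e-15, and adjusted p = 0.0102 with an estimated correlation). Among 36 interferon response genes, 4 were higher, among them TAP1, IRF1 and IFIT3 (10 when adjusted over the list alone). That list had adjusted p = 6.94e-12 from camera, and adjusted p = 0.0091 with an estimated correlation. The aryl hydrocarbon receptor list had 4 of 9 genes higher (6 when adjusted over the list alone), among them CYP1B1, TIPARP and NQO1. Of 28 genes of cell proliferation none passed the test in all genes and 1 was lower when adjusted over the list alone. The list fell as a set (median log2 fold change -0.13, adjusted p = 6.06e-07 from camera, and adjusted p = 0.00553 with an estimated correlation). The lists set before the data were examined, here and below, were written with the paper's tables already read. They may thus not be free of its choice of genes.
The count of 56 was 7 without the line term, and between 20 and 82 when a library was left out (20 without L21 medium, 82 without L20 rhIL3IgG). NFKBIA, PLAU and SLC16A6 passed under each of the 17 other settings and with each of the 8 compared libraries left out. CCL2, NPTX1, ICAM1 and CYP1B1 lost their calls only without the line term. The call of LIF was lost without L20 rhIL3IgG, L21 medium, L21 rhIL3IgG or L21 IL3IgG replicate 2, that of HAS2 without L20 medium, L21 medium or L21 IL3IgG replicate 2, that of SOD2 without L21 rhIL3IgG, and that of TIPARP without L20 medium, L21 medium or either L20 IL3IgG library. TAP1, IRF1 and NQO1 lost theirs with any compared library left out other than L20 rhIL3IgG, and IFIT3 with any of them left out.

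**Figure D1:**
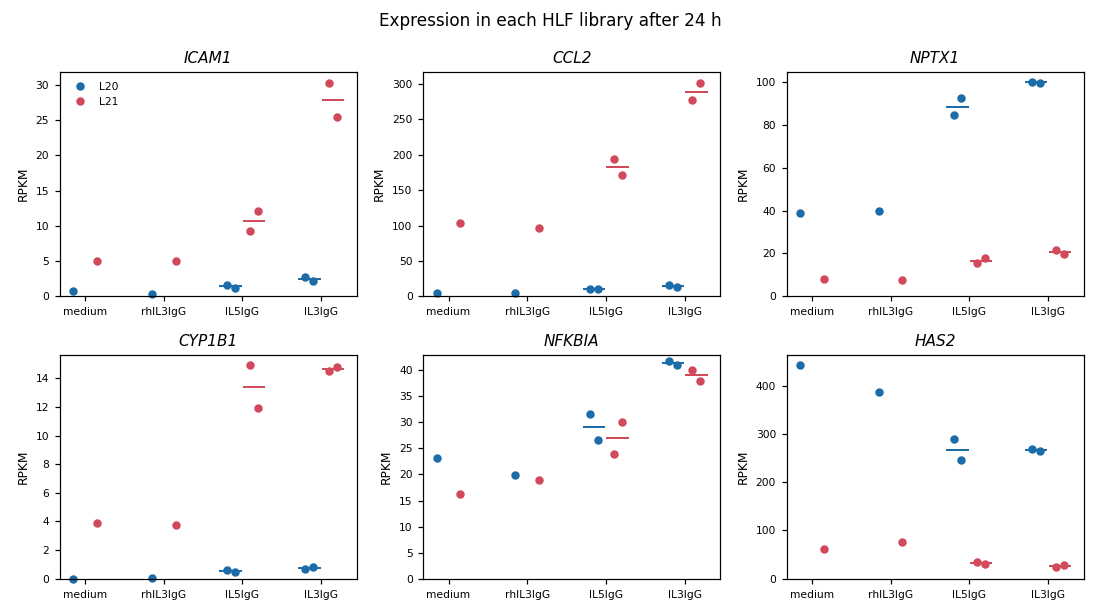
RPKM of 6 genes in each library by culture condition, with L20 in blue and L21 in red. Points are libraries and lines are means of 2 libraries, and in each line the IL3IgG libraries lie above the medium and rhIL3IgG libraries for the first 5 genes and below them for HAS2.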

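Genes that passed the 1.5-fold rule included strongly expressed genes of inflammation and many near the floor. The rule, with the linear mean of the 2 donors, gave 373 rows up. Among them ICAM1, an adhesion molecule for leukocytes (chromosome 19 from 10271093 to 10286615 of GRCh38), averaged 27.8 ± 3.46 RPKM (SD, n = 2) in L21 with IL3IgG and 4.97 in medium. FGF10, a growth factor of lung development, was at 0 in all 4 controls and above 0 in 2 of 4 IL3IgG libraries, at a mean of 0.498 estimated reads. Of the 373 rows, 330 were at the floor in at least 1 library and 307 had a mean under 0.5 RPKM. The median over the 197 rows with a known length was 0.3 estimated reads in the controls and 2.0 with IL3IgG.
Of the 169 genes of Table E2, 165 passed the rule here. The test by limma covered 48 of them, all of which had a positive log2 fold change (median 1.07), and 15 were called. Genes chosen for their rise in these libraries are not independent evidence of that direction. The rule uses no p-value, and 34 rows were up when each donor had to pass by itself.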

Analysis using DAVID Bioinformatics Resources identified 24 genes coding for secreted proteins (including 10 cytokines) and 47 genes coding for membrane proteins (Table 1). Additionally, 131 genes were downregulated (Additional file 4: Table E3), among them, 44 were genes coding for membrane proteins, 23 coded for nuclear proteins, while only 10 coded for secreted proteins.

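Secreted and membrane proteins of Table 1 that had enough reads to test were CCL2, SECTM1, IL6, SLC16A6, ICAM1 and CYP1B1 among others. Of the 8 secreted proteins tested, 3 were higher with IL3IgG and none lower (8 when adjusted over the list alone), with SECTM1, a ligand of T cells, at a log2 fold change of 1.25 (standard error 0.19, adjusted p = 0.0224 from limma). Of the 9 membrane proteins tested, 4 were higher (8 when adjusted over the list alone). SLC16A6, a monocarboxylate transporter, rose from 14.1 to 23.2 ± 0.151 RPKM (SD, n = 2) in L20 and from 11.4 to 22.8 ± 0.61 RPKM (SD, n = 2) in L21. Its log2 fold change was 0.92 (standard error 0.09, adjusted p = 0.00172 from limma). The call of SECTM1 was lost with any compared library left out other than L21 IL3IgG replicate 2. The study chose these lists on the same libraries, so their direction is not independent evidence. Table 1 lists 24 secreted and 47 membrane proteins, and most lay below the level needed for the test.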

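Genes down by the rule were mostly low. The rule gave 135 rows down with the linear mean of the donors, or 269 with the mean of their log2 RPKM. Of the 135, 101 were at the floor in at least 1 library and 93 had a mean under 0.5 RPKM. Of the 131 genes of Table E3, 68 passed the rule with the linear mean of the donors and 129 with the mean of their log2 RPKM, an alternative set before the data were examined. The limma test covered 44 of them. C5orf30 was the 1 gene called, at a log2 fold change of -0.79 (standard error 0.13, adjusted p = 0.0388 from limma), and 43 of the 44 had a negative log2 fold change (median -0.74). The study chose the list on these libraries, so its direction is not independent evidence. C5orf30 lost its call with any 1 of the 8 compared libraries left out.
Expressed genes outside Table E3, which requires over 1.5-fold against both controls in both lines, also fell by limma, which set no minimum fold. SNRPE, a protein of the spliceosome, averaged 7.61 ± 0.174 RPKM (SD, n = 2) in L20 with IL3IgG against 17.2 in medium (log2 fold change -0.78, adjusted p = 0.0307 from limma). CKAP2, a protein of the mitotic spindle, averaged 74.3 ± 5.17 RPKM (SD, n = 2) in L21 against 108 in medium (log2 fold change -0.54, adjusted p = 0.0311 from limma). The call of SNRPE was lost with any compared library left out other than L21 medium and L21 IL3IgG replicate 2, and that of CKAP2 with any left out other than L20 rhIL3IgG.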

**Table 1:** Genes upregulated by >1.5-fold in both HLF lines (L20 and L21) at 24 h, by degranulated products from eosinophils pre-activated with IL-3 for 20 h and seeded on coated HA-IgG (IL3IgG) for 6 h, from two different eosinophil donors, compared to HLF controls cultured with medium only, and with rhIL-3 (1 ng/ml) plus soluble HA-IgG (1 μg/ml)

Secreted Proteins	Apolipoprotein A-I (**APOA1**); bone morphogenetic protein 8b (**BMP8B**); C-C motif chemokine ligand 2 (**CCL2**); chemokine (C-C motif) ligand 4-like 2 (**CCL4L2**); chondroadherin like (**CHADL**); collagen type IV alpha 3 (**COL4A3**); complement component 1, q subcomponent-like 1 (**C1QL1**); complement component 3 (**C3**); complement component 8 alpha subunit (**C8A**); C-X-C motif chemokine ligand 1 (**CXCL1**); C-X-C motif chemokine ligand 8 (**CXCL8**); fibroblast growth factor 10 (**FGF10**); fibronectin leucine rich transmembrane protein 1 (**FLRT1**); gremlin 2, DAN family BMP antagonist (**GREM2**); interleukin 32 (**IL32**); interleukin 6 (**IL6**); Klotho (**KL**); mannosyl (alpha-1,3-)-glycoprotein beta-1,4-Nacetylglucosaminyltransferase, isozyme A (**MGAT4A**); nodal growth differentiation factor (**NODAL**); platelet factor 4 variant 1 (**PF4V1**); plexin domain containing 1 (**PLXDC1**); secreted and transmembrane 1 (**SECTM1**); SPARC like 1 (**SPARCL1**); urocortin 2 (**UCN2**)
Membrane proteins	ADAM metallopeptidase domain 20 (**ADAM20**); ATPase phospholipid transporting 8B4 (**ATP8B4**); bone marrow stromal cell antigen 2 (**BST2**); carnitine palmitoyltransferase 1B (**CPT1B**); CD177 molecule (**CD177**); cholesterol 25-hydroxylase (**CH25H**); complement component 8 alpha subunit (**C8A**); chromosome 1 open reading frame 204 (**C1orf204**); chromosome 2 open reading frame 82 (**C2orf82**); cytochrome P450 family 1 subfamily A member 1 (**CYP1A1**); cytochrome P450 family 1 subfamily B member 1 (**CYP1B1**); dachsous cadherin-related 2 (**DCHS2**); fibronectin leucine rich transmembrane protein 1 (**FLRT1**); G protein-coupled receptor 17 (**GPR17**); galactose-3-O-sulfotransferase 2 (**GAL3ST2**); glutamyl aminopeptidase (**ENPEP**); guanine nucleotide binding protein (G protein), gamma 3 (**GNG3**); immunoglobulin superfamily member 6 (**IGSF6**); intercellular adhesion molecule 1 (**ICAM1**); interleukin 12 receptor subunit beta 1 (**IL12RB1**); Janus kinase 3 (**JAK3**); Klotho (**KL**); mannosyl (alpha-1,3-)-glycoprotein beta-1,4-N-acetylglucosaminyltransferase, isozyme A (**MGAT4A**); NPC1-like 1 (**NPC1L1**); NTPase, KAP family P-loop domain containing 1 (**NKPD1**); nucleoporin 210 kDa (**NUP210**); PAPPA antisense RNA 1 (**PAPPA-AS1**); par-6 family cell polarity regulator beta (**PARD6B**); plexin domain containing 1 (**PLXDC1**); potassium voltage-gated channel modifier subfamily S member 2 (**KCNS2**); protein tyrosine phosphatase, receptor type N2 (**PTPRN2**); RAB9B, member RAS oncogene family (**RAB9B**); receptor (chemosensory) transporter protein 4 (**RTP4**); reticulon 1 (**RTN1**); secreted and transmembrane 1 (**SECTM1**); shroom family member 2 (**SHROOM2**); solute carrier family 1 member 3 (**SLC1A3**); solute carrier family 16 member 6 (**SLC16A6**); solute carrier family 18 member A2 (**SLC18A2**); solute carrier family 22 member 14 (**SLC22A14**); solute carrier family 51 alpha subunit (**SLC51A**); sortilin related VPS10 domain containing receptor 2 (**SORCS2**); synapse differentiation inducing 1 (**SYNDIG1**); TBC1 domain family member 3H (**TBC1D3H**); TMEM110-MUSTN1 readthrough (**TMEM110-MUSTN1**); V-set and immunoglobulin domain containing 10 like (**VSIG10L**); zinc finger CCCH-type containing 12A (**ZC3H12A**)
Nuclear proteins	Apolipoprotein A-I (**APOA1**); brain expressed X-linked 2 (**BEX2**); calmodulin like 6 (**CALML6**); cell death inducing DFFA like effector c (**CIDEC**); cilia and flagella associated protein 46 (**CFAP46**); distal-less homeobox 1 (**DLX1**); ETS homologous factor (**EHF**); family with sequence similarity 71 member E1 (**FAM71E1**); fibroblast growth factor 10 (**FGF10**); forkhead box D2 (**FOXD2**); hes family bHLH transcription factor 1 (**HES1**); histone cluster 1, H2bi (**HIST1H2BI**); histone cluster 2, H2be (**HIST2H2BE**); histone cluster 2, H3d (**HIST2H3D**); inhibitor of CDK, cyclin A1 interacting protein 1 (**INCA1**); LIM homeobox 4 (**LHX4**); NFKB inhibitor alpha (**NFKBIA**); NFKB inhibitor zeta (**NFKBIZ**); par-6 family cell polarity regulator beta (**PARD6B**); phosphatase domain containing, paladin 1 (**PALD1**); SRY-box 7 (**SOX7**); ubiquitin specific peptidase 17-like family member 1 (**USP17L1**); vitamin D (1,25-dihydroxyvitamin D3) receptor (**VDR**); v-rel avian reticuloendotheliosis viral oncogene homolog B (**RELB**); zinc finger CCCH-type containing 12A (**ZC3H12A**); zinc finger MYND-type containing 15 (**ZMYND15**); ZNF559-ZNF177 readthrough (**ZNF559-ZNF177**)

The differentially expressed genes (up- (Additional file 3: Table E2) and down-regulated (Additional file 4: Table E3)) were analyzed using the Ingenuity Pathway Analysis (IPA) web-based software. The Predictive Causal Analytic tool identified three major and highly overlapping Regulator Effect Networks. These three networks contained part of the 300 genes present in our dataset (target molecules), potential upstream regulators of these genes, and the association between these genes with potential downstream biological functions (Table 2). More than 15% (27) of the 169 genes upregulated in our dataset were part of the target genes grouped into the three networks. There was 85% similarity among the target genes between the three networks. Around 80% of the potential identified upstream regulators (Table 2) were common among the three networks, and more than 65% of the projected functional downstream effects of these genes were similar between the three networks as well. Therefore, the aggregate of all three networks is shown in Table 2. The main predicted downstream functions of the fibroblast genes were related to the immune response, tissue remodeling and lipid metabolism (Table 2).

**Table 2:**
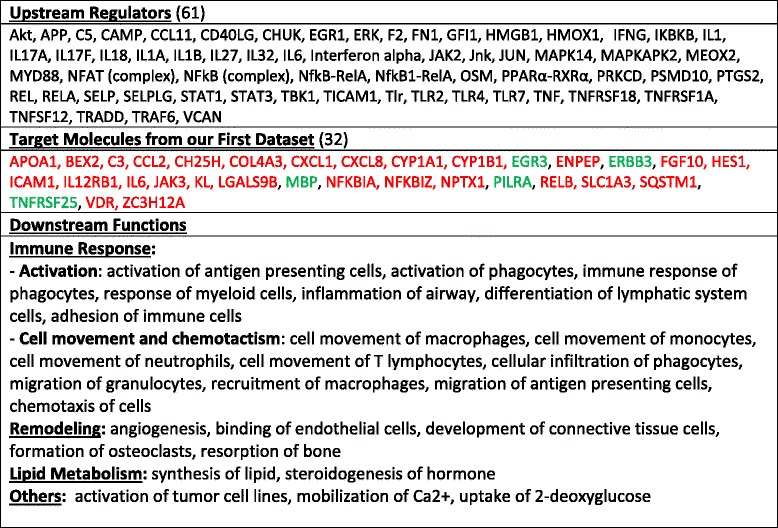
Regulator Effect Networks identified by Ingenuity Pathway Analysis (IPA) using the 300 genes of our first dataset (Additional file 3: Table E2 and Additional file 4: Table E3). Summation of all three identified networks

Genes  in our dataset (Additional file 1: Table E1 and Additional file 3: Table E2)

The upstream regulators are molecules that are predicted to activate or inhibit the expression of the genes in our dataset, according to the literature compiled in the Ingenuity® database. IPA determined the predicted overlap between an upstream regulator and the genes listed in our dataset. Additionally, IPA uses a z-score algorithm to make statistical prediction for activation or inhibition of a specific upstream regulator to genes present in our dataset. As shown in Table 3, the main significant groups of upstream regulators are composed of cytokines, kinases, intracellular signaling molecules and transcription regulators. 

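Target genes that Table 3 lists for the cytokines were higher with IL3IgG. For OSM, an IL-6 family cytokine, 8 of 11 tested rows were higher, among them CCL2, SLC16A6 and both rows of C1R, a protease that starts the classical complement pathway. For IL-1β 8 of 15, for TNF 8 of 16, for the NF-kB complex 7 of 14 and for IL-6 5 of 8 were higher, and none was lower in any of these lists. Adjusted over the list alone, the counts were 11, 14, 15, 14 and 8. C1R averaged 159 ± 0.775 RPKM (SD, n = 2) in L21 with IL3IgG against 85.2 in medium (log2 fold change 0.82, standard error 0.07, adjusted p = 0.00128 from limma). NFKBIZ, a nuclear regulator of NF-kB target genes, had a log2 fold change of 1.42 (standard error 0.17, adjusted p = 0.00544 from limma).
The study drew these lists from its own up-regulated genes, so the counts are not independent evidence of the direction. Among lists set before the data were examined, the targets of IL-6, STAT3 and OSM had 4 of 20 rows higher and none lower. Adjusted over the list alone, 7 were higher and 1 lower. Camera gave adjusted p = 1.56e-07, and adjusted p = 0.005 with an estimated correlation. Genes of the oxidative stress response had 3 of 27 higher, SQSTM1, SOD2 and NQO1 (5 when adjusted over the list alone). For them camera gave adjusted p = 4.57e-13, and adjusted p = 0.005 with an estimated correlation. Both lists were written with the paper's tables already read, so they may not be free of the same selection.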

The upstream regulators with the four highest z-scores for each group is shown in Table 3. Furthermore, other potential significant upstream regulators are listed on Additional file 5: Table E4. Of note and as expected, kinase inhibitors for MAPK, NF-kB, PI3K display negative z-scores predicting inhibitory effects on the target genes (Additional file 4: Table E3). In addition to these potential upstream regulators shown in Table 3, Additional file 4: Table E3 and Additional file 5: Table E4, miR-223 (z-score = −2.0; *p* = 8.51 × 10^−3^) was also found to be a potential upstream down-regulator of *ABCA13*, *AK8* and *EGR3* (Additional file 6: Table E6). This is particularly interesting in the light of a recent report by Zangari et al. where it is shown that neutrophils release miR-223-3p via extracellular vesicles [33]. 

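ABCA13, AK8 and EGR3 had few reads in every condition. ABCA13, a lipid transporter (chromosome 7 from 48171458 to 48647497 of GRCh38), had 0.0725 ± 0.0149 RPKM (SD, n = 4) in the controls and 0.0302 ± 0.0216 (SD, n = 4) with IL3IgG, every IL3IgG library below every control (exact permutation test, two-sided p = 0.029, the smallest that 4 against 4 allow). This is a mean of 9.72 against 4.19 estimated reads. The permutation test ignores the line, and splits balanced for line are too few for a p under 0.05. AK8, an adenylate kinase, had 0.352 ± 0.194 and 0.127 ± 0.0942 RPKM (SD, n = 4 each; exact permutation test, two-sided p = 0.143). EGR3, a transcription factor, had 0.172 ± 0.0983 and 0.0957 ± 0.133 RPKM (SD, n = 4 each; exact permutation test, two-sided p = 0.314). All 3 lay below the level set for limma. The study chose them for their fall in these libraries, so a p-value for that fall is not independent evidence.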

Notably also, miR-223 expression was increased in bronchoalveolar lavage cells enriched in airway eosinophils 48 h after a segmental allergen challenge [34]. Subsequently, we tested the validity of these upstream regulators by analyzing the expression of the upstream regulator receptors on HLF. For this purpose, we extracted and listed the expression level of receptors for the upstream regulators predicted by IPA from our RNA-seq database. This is shown in Table 2, Table 3 and Additional file 4: Table E3. As shown in Additional file 7: Table E5, HLF expressed relatively high levels of the receptors for TNF-α, IL-1, OSM, IL-6, IFN-γ, IL-17A, IL-17F, IL-27, IFN-α, TNFSF12, C5 and F2. 

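Receptor genes were expressed at levels that spanned several orders of magnitude. The thrombin receptor F2R averaged 190 RPKM over the 12 libraries, TNFRSF12A (the receptor of TNFSF12) 153, the TNF receptor TNFRSF1A 107, the shared IL-6 family receptor IL6ST 73.1 and OSMR 48.7. The interferon receptor chains IFNGR1 and IFNAR1 averaged 24.6 and 20.6, IL1R1 20.5 and IL17RA 10.8. The IL-27 receptor IL27RA averaged 0.688 RPKM and the C5 receptor C5AR1 0.356. Of the 30 genes that Table E5 lists under receptors, 19 averaged at least 1 RPKM and 8 were at the floor in all 12 libraries. None of the 20 receptor genes tested by limma was called for IL3IgG against the controls, where 1582 of 13906 rows had an unadjusted p under 0.05. For TNFRSF1A the log2 fold change was 0.22 (standard error 0.05, adjusted p = 0.137 from limma).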

Of note, while *IL2RG* (common γ-chain receptor) is not expressed, IL-4 can signal via its type II receptor, whose subunits *IL4R* and *IL13RA1* are both expressed by HLF (Additional file 7: Table E5). In addition to *IL2RG*, the receptors for GM-CSF and IL-18 were not expressed in HLF, in any of our conditions (Additional file 7: Table E5). 

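IL4R and IL13RA1, the chains of the type II IL-4 receptor, averaged 22.7 and 55.2 RPKM over the 12 libraries. With IL3IgG their log2 fold changes were 0.37 (adjusted p = 0.247 from limma) and -0.10 (adjusted p = 0.895), neither past the threshold. IL2RG was at the floor in all 12 libraries, which at these depths allows up to 0.26 to 0.417 RPKM per library (3 reads on its coding length, counting error only).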

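CSF2RA and CSF2RB, the chains of the GM-CSF receptor, and the IL-18 receptor chain IL18RAP were at the floor in all 12 libraries. For CSF2RB 3 reads are worth 0.107 to 0.171 RPKM per library, for CSF2RA 0.222 to 0.355 and for IL18RAP 0.161 to 0.257. IL18R1, the other chain of the IL-18 receptor, was above the floor in 3 of 12 libraries, at most 0.301 RPKM, and averaged 0.186 RPKM in L21 with IL3IgG (n = 2).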

Notably also, while IL-3-activated eosinophils may be the source of these upstream regulators, HLF might also release some of these regulators during the 24 h culture with eosinophil conditioned media. Therefore, the potential upstream regulators that are extracellularly localized and expressed by HLF were listed in Additional file 7: Table E5. HLF express *IL6*, *TNFSF12*, *C5*, *IL32*, *FN1*, *APP*, *HMGB1* and *TLR4* (Additional file 7: Table E5), which could all participate in HLF activation in an autocrine way. 

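Among these genes the extracellular matrix gene FN1 averaged 5110 RPKM over the 12 libraries, APP 521 and the nuclear protein HMGB1 74.9. TNFSF12 averaged 15.0, IL32 6.05, IL6 3.70, C5 2.06 and TLR4 0.258. With IL3IgG, IL6 was the 1 gene of the 31 tested from Table E5 that passed (log2 fold change 1.68, standard error 0.30, adjusted p = 0.0452 from limma). FN1 had a log2 fold change of -0.11 (adjusted p = 0.875) and TNFSF12 of 0.18 (adjusted p = 0.502). IL6 lost its call without L20 medium, L20 IL3IgG replicate 2, or any 1 of the 4 compared L21 libraries, with the eosinophil donor as a replicate block, and at a pseudocount of 1.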

Eosinophils can produce and/or store a variety of cytokines and other ligands [35]. While we have not yet performed transcriptome and proteome of IL-3-activated eosinophils, we have recently reported RNA-seq data using resting human blood eosinophils [36]. In that study, among the potential upstream regulators identified by IPA, transcripts coding for CAMP (LL37), CHUK, HMGB1, HMOX1, IL-1, IL-18, IL-32, OSM, SELPG and TNFSF12, were detected in eosinophils. Therefore, altogether, our data indicate that IL-1ß, OSM (oncostatin-M), IL-32 and TNFSF12 (Tweak) may be candidates to explain the direct effect of conditioned medium from degranulated eosinophils on HLF. Interestingly, *IL32* was upregulated in fibroblasts by IL3IgG conditioned media (Additional file 7: Table E5), suggesting that IL-32 could function endogenously on fibroblasts.

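IL32 had a mean of 1.82 ± 1.7 RPKM (SD, n = 2) in L20 with IL3IgG against 0.4 in medium and 0.423 with rhIL3IgG. In L21 the mean was 17.1 ± 4.37 RPKM (SD, n = 2) against 4.31 and 4. The log2 fold change over the controls was 1.51 (standard error 0.32), which did not pass in limma (adjusted p = 0.0896). IL5IgG gave 1.23 ± 0.387 RPKM (SD, n = 2) in L20 and 11.5 ± 0.241 RPKM (SD, n = 2) in L21. From the higher level with IL3IgG, the paper proposes that IL-32 could act on the fibroblasts that make it.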

**Table 3:** Upstream Regulators of the genes listed in our dataset (target genes, Additional file 3: Table E2 and Additional file 4: Table E3) as predicted by IPA analysis

Upstream regulator	*P* value of overlap	Activation z-score	Target genes listed in our dataset	
			Genes upregulated	Genes downregulated
Cytokine				
TNF	*2.86 10* ^*−4*^	*3.788*	APOA1, BST2, C3, CCL2, CH25H, CIDEC, COL4A3, CPT1B, CXCL1, CXCL8, CYP1A1, CYP1B1, DLX1, EHF, FGF10, HES1, ICAM1, IL32, IL6, KL, KYNU, LGALS9B, NFKBIA, NFKBIZ, RELB, SLC1A3, SQSTM1, VDR, ZC3H12A (29)	
IL1B	*2.61 10* ^*−3*^	*3.059*	C1R, C3, CCL2, CXCL1, CXCL8, CYP1A1, EHF, HES1, ICAM1, IL32, IL6, LGALS9B, NFKBIA, NFKBIZ, RELB, SLC1A3, VDR, ZC3H12A (18)	
OSM	*7.71 10* ^*−3*^	*2.853*	C1R, CCL2, CH25H, CXCL1, CXCL8, CYP1B1, ICAM1, IL32, IL6, SLC16A6, VDR (11)	ERBB3
IL6	*1.15 10* ^*−2*^	*2.824*	APOA1, BST2, C3, CCL2, CXCL1, CXCL8, CYP1A1, CYP1B1, ICAM1, IL6, NFKBIA, USP17L1 (12)	TNFRSF25, TLR1
Signaling				
NFkB (complex)	*1.20 10* ^*−3*^	*3.746*	BEX2, C1R, C3, CCL2, CXCL1, CXCL8, EHF, ICAM1, IL32, IL6, KYNU, NFKBIA, NFKBIZ, RELB, ZC3H12A (15)	
MYD88	*3.31 10* ^*−7*^	*3.081*	C3, CCL2, CH25H, CXCL1, CXCL8, FGF10, ICAM1, IL32, IL6, NFKBIA, NFKBIZ, RELB, ZC3H12A (13)	PILRA
Akt (group)	*1.00 10* ^*−2*^	*2.574*	CCL2, CXCL8, HES, IL32, IL6, KL	ERBB3
ERK (group)	*9.60 10* ^*−3*^	*2.559*	CCL2, CXCL8, CYP1A1, ICAM1, IL6, KYNU, NFKBIZ	
Transcription Factor				
JUN	*1.08 10* ^*−4*^	*3.097*	CCL2, CXCL1, CXCL8, CYP1B1, HES1, ICAM1, IL6, NFKBIA, NFKBIZ, PARD6B, RELB, VDR (12)	MBP, PAK3,
RELA	*3.55 10* ^*−5*^	*2.863*	BEX2, C3, CCL2, CXCL1, CXCL8, CYP1A1, EHF, FGF10, HES1, ICAM1, IL32, IL6, NFKBIA, RELB (14)	
STAT1	3.05 10^−2^	2.574	C3, CCL2, CH25H, CXCL8, HES, ICAM1, IL6	
STAT3	1.67 10^−2^	2.439	BEX2, BST2, CCL2, CXCL8, ICAM1, IL12RB1, IL6, NFKBIZ, SLC1A3, VDR	EGR3

The downstream analysis performed by IPA shows a variety of downstream functions affected by the proteins coded by the genes composing our dataset. As shown in Table 2, downstream functions of 32 genes from our dataset as defined by the Regulator Effect Networks have been regrouped in three major categories: immune response, tissue remodeling and lipid metabolism. Identical to the Regulator Effect Networks (Table 2), another IPA tool called, Downstream Analysis as Networks, identified two major downstream networks, which are linked to the immune response (Fig. 2). These two networks (immune response of cells and homing of cells) are predicted to be regulated by 27 of the 300 genes present in our dataset (Additional file 1: Table E1 and Additional file 3: Table E2), with relatively high positive z-scores (3.180 and 3.407; Fig. 2). In addition to these two networks, angiogenesis, development of vasculature and development of connective tissue cells, are three major mechanistic networks characterizing tissue remodeling (Fig. 3). These three mechanistic networks include as many as 29 genes from our dataset (~10%). 

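Chemokines and cytokines rose as a group with IL3IgG. Of 17 tested genes of a list set before the data were examined, CCL2, LIF and IL6 were higher and none was lower. Adjusted over the list alone, 9 were higher. Camera gave adjusted p = 2.42e-10, and adjusted p = 0.005 with an estimated correlation. The calls of LIF and IL6 were lost with some of the compared libraries left out. Complement genes had 3 of 13 rows higher, C1S and both rows of C1R (5 when adjusted over the list alone). For this list camera gave adjusted p = 2.80e-07, and adjusted p = 0.00543 with an estimated correlation. Both lists were written with the paper's tables already read. C1S, a complement protease, had a log2 fold change of 0.74 (standard error 0.10, adjusted p = 0.00782 from limma). Its call was lost without L20 medium and without L21 rhIL3IgG.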

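Angiogenesis genes rose by a small amount as a group (median log2 fold change 0.10), a call that was lost with an estimated correlation. Of 25 tested genes of a list set before the data were examined, FGF2, a growth factor for endothelium and fibroblasts, was the 1 gene higher and none was lower (5 higher when adjusted over the list alone). FGF2 had a log2 fold change of 0.50 (standard error 0.08, adjusted p = 0.0311 from limma). The call of FGF2 was lost with any compared library left out other than L20 IL3IgG replicate 2. The list had adjusted p = 0.00365 from camera, and adjusted p = 0.0526 with an estimated correlation. Another set test of limma, fry, gave adjusted p = 0.0195. PLAU, the urokinase that activates plasmin, averaged 559 ± 35 RPKM (SD, n = 2) in L21 with IL3IgG against 314 in medium (log2 fold change 0.69, adjusted p = 0.00544 from limma). It was the 1 matrix protease of 26 that passed (4 higher and 2 lower when adjusted over the list alone), and that list was not past the threshold (adjusted p = 0.0859 from camera).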

Finally, a third mechanistic network, named synthesis of lipid, is affected by 19 genes of our dataset and is illustrated on Fig. 4.

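Genes of cholesterol and fatty acid synthesis did not move as a group. The paper's network is a function that IPA predicts downstream of genes in its dataset, which these lists do not test. None of 24 cholesterol synthesis genes and none of 21 fatty acid synthesis genes passed limma, over all genes or when adjusted over the list alone, and the camera tests gave adjusted p = 0.643 and 0.701. INSIG1, which restrains cholesterol synthesis, had a log2 fold change of 0.42 (adjusted p = 0.27 from limma), and FADS1, a fatty acid desaturase, of 0.33 (adjusted p = 0.175). Of 12 genes of the oxysterol response, NPC1, which exports cholesterol from lysosomes, was higher (log2 fold change 0.46, adjusted p = 0.0307 from limma; 1 higher when adjusted over the list alone). That list had adjusted p = 0.0272 from camera, and adjusted p = 0.0926 with an estimated correlation. The call of NPC1 was lost with any compared library left out other than L20 rhIL3IgG.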

**Fig. 2:**
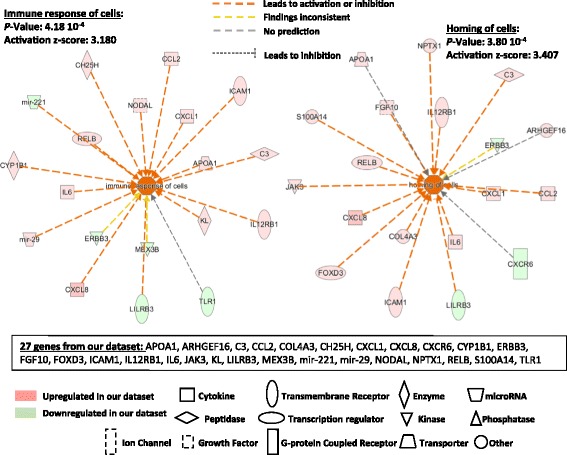
IPA Downstream Analysis as Networks identified functions on the immune response. The association between genes of our dataset #1 (300 genes) and specific downstream functions received an overlap *p* value and a *z*-score for prediction of activation or inhibition on the functions: “immune response of cells” and “homing of cells”. Twenty-seven genes from our dataset either upregulated or downregulated in HLF by IL3IgG eosinophil conditioned media, are involved in the regulation of “immune response of cells” and “homing of cells” with a significant z-score toward increased “activation”

**Fig. 3:**
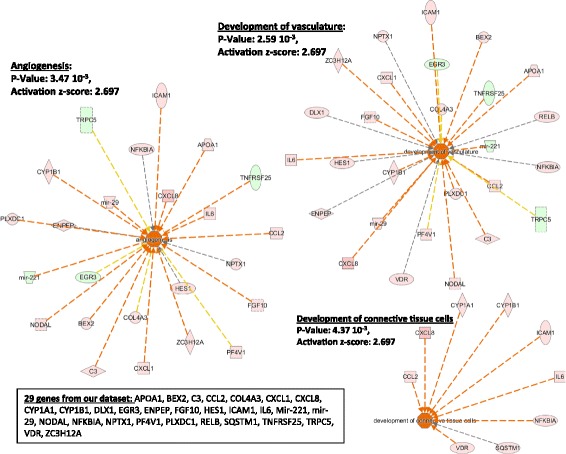
IPA Downstream Analysis as Networks identified functions on tissue remodeling. The association between genes of our dataset #1 (300 genes) and specific functions received an overlap *p* value and a *z*-score for prediction of activation or inhibition on the functions: “angiogenesis” and “development of vasculature” and “development of connective tissue cells”. Twenty-nine genes from our first dataset either upregulated or downregulated in HLF by the IL3IgG eosinophil conditioned media, are involved in the regulation of these three functions with a significant *z*-score toward increased “activation”

**Fig. 4:**
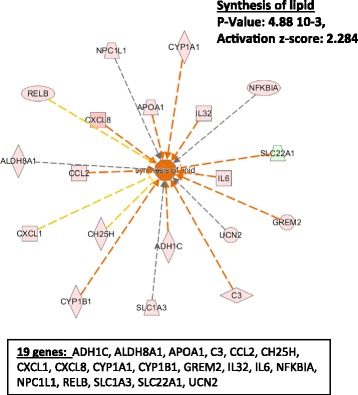
IPA Downstream Analysis as Networks identified functions on lipid metabolism. The association between genes of our dataset #1 (300 genes) and specific functions received an overlap *p* value and a *z*-score for prediction of activation or inhibition on the function: “synthesis of lipid”. Nineteen genes from our first dataset either upregulated or downregulated in HLF by the IL3IgG eosinophil conditioned media, are involved in the regulation of this function with a significant *z*-score toward increased “activation”

IPA network algorithm also generates networks showing interactions between the genes of our dataset in relation with other neighboring genes present in a Global Molecular Network. Thirty-five total genes, or group of genes, are present in each network. Fifteen networks were formed using > 10 genes from our dataset. The networks with the two highest scored (*p*-value < 10^−23^) and including > 15 genes/groups from our dataset are shown on Additional file 8: Figure E2 and Additional file 9: Figure E3. These 15 genes or gene products are directly or indirectly associated with the protein kinase B (PKB or Akt) (Additional file 8: Figure E2) or the c-jun N-terminal protein kinase (JNK) and TGF-ß (Additional file 9: Figure E3), and mostly characterized by the inflammatory response, cell movement and cell/tissue development. Of note, the functional networks created by IPA analysis (Additional file 8: Figs. E2 and Additional file 9: Figure E3) suggest that there is no known tight functional connection either between the 27 genes characterizing “inflammation” (Fig. 2), or between the 29 genes characterizing “tissue remodeling” (Fig. 3) or between the 19 genes characterizing “lipid metabolism” (Fig. 4). Although it is worth noticing that the network 1 (Additional file 8: Figure E2) includes *IL12RB1, mir-221, mir-29* and *NODAL* that are all part of the 27 genes related to inflammation. In addition, the network 2 (Additional file 9: Figure E3) includes *APOA1, C3, COL4A3, CYP1B1* and *FGF10* that are part of tissue remodeling, and *ADH1C, APOA1, C3* and *CY1B1* that are all part of the genes characterizing lipid metabolism. This indicates that there are some known functional relationships between genes characterizing “Inflammation”, “tissue remodeling” or “lipid metabolism” (Figs. 2, 3 and 4).

In a second analysis of our RNA-seq database, we restricted the list of genes obtained in the first dataset by eliminating the genes which expression levels were not changed in HLF cultured with IL-3- compared to IL-5-activated eosinophils (IL3IgG versus IL5IgG). For this purpose, gene expression by HLF incubated with IL3IgG conditioned media (average of two donors) for 24 h was compared to fibroblast incubated with IL5IgG conditioned media (average of two donors), and to both controls HLF (medium and rhIL3IgG). 

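Direct comparison of the conditioned media, IL3IgG against IL5IgG, gave higher values with IL3IgG for genes of the NF-kB response as a set, and for no single gene past the threshold. NFKBIZ averaged 10.3 ± 0.455 RPKM (SD, n = 2) in L21 with IL3IgG and 5.21 ± 0.699 RPKM (SD, n = 2) with IL5IgG, a log2 difference over both lines of 1.03 (adjusted p = 0.473 from limma). SOD2 differed by 0.67 (adjusted p = 0.508) and CCL2 by 0.58 (adjusted p = 0.473). In limma no gene had an adjusted p under 0.05, with 742 of 13906 rows at an unadjusted p under 0.05 and the smallest adjusted p at 0.134. As a set, 31 NF-kB target genes were higher with IL3IgG (adjusted p = 3.23e-13 from camera, and adjusted p = 0.0128 with an estimated correlation; 8 higher when adjusted over the list alone). The chemokine and cytokine list was higher too (adjusted p = 5.49e-08 from camera, and adjusted p = 0.00614 with an estimated correlation). Of its 17 genes, 4 were higher when adjusted over the list alone. Within donor 1 and donor 2, medians chosen afterwards were 0.45 and 0.21 for NF-kB targets, and 0.60 and 0.33 for chemokines and cytokines. For donor 2 the medians of the 2 lists were 0.05 and 0.04 in L20, and 0.29 and 0.48 in L21. Interferon response genes were not past the threshold (median log2 difference 0.01, adjusted p = 0.435 from camera), nor were aryl hydrocarbon receptor targets (median 0.05, adjusted p = 0.0958). In simulated data the same fit found 50.4% of genes changed by 1.5-fold and 82.4% of those changed by 2-fold. Changes of 4- and 8-fold were planted in the same data, which eases the adjusted threshold, so these shares may be too high here. The changes were added on log2(RPKM + 0.5), which is a larger fold in RPKM for low genes. Noise was drawn independently for each library, though the medium of 1 donor went on both lines. For these reasons too the shares may be too high.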

Genes whose expression level changed by more than 1.5-fold in the same direction (up or down) in both HLF lines are included in this second restricted dataset. In these comparisons, 35 genes coding for known proteins were upregulated (Table 4), and analysis using DAVID Bioinformatics Resources 6.8 identified eight genes coding for secreted proteins (also shown in Table 1). In addition, in this dataset #2, 37 genes were downregulated (Additional file 6: Table E6), among them, three were genes coding for secreted proteins. 

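ICAM1, NFKBIZ and IL6 were the genes of Table 4 that passed for IL3IgG against the controls. The call of IL6 was lost with the eosinophil donor as a replicate block. The 1.5-fold rule with IL5IgG added as a reference gave 151 rows up, 75 of them named LOC or LINC. Of the 151, 129 had a mean under 0.5 RPKM and 146 were at the floor in at least 1 library. Table 4 lists 36 genes, and 32 passed the rule here. Of the 9 tested by limma, all were higher with IL3IgG than with IL5IgG (median log2 difference 1.11), none was called over all genes and all 9 were when adjusted over the list alone. The study chose these genes for that difference in the same libraries, so this is not independent evidence. By limma 742 of 13906 rows had an unadjusted p under 0.05 in this comparison. When each donor had to pass by itself, 11 rows were up.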

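TLR1, a receptor for bacterial lipoproteins, had 0.0469 ± 0.0298 RPKM (SD, n = 4) with IL3IgG, 0.0901 ± 0.0449 (SD, n = 4) with IL5IgG and 0.113 ± 0.0504 (SD, n = 4) in the controls, or 0.98, 1.97 and 2.38 estimated reads. Its difference from the controls did not pass (exact permutation test, two-sided p = 0.057), nor did that from IL5IgG (exact permutation test, two-sided p = 0.171). ERBB3, a receptor of neuregulins, had 0.223 ± 0.411 RPKM (SD, n = 4) with IL3IgG, 0.284 ± 0.328 (SD, n = 4) with IL5IgG and 0.219 ± 0.211 (SD, n = 4) in the controls (exact permutation test against the controls, two-sided p = 0.743). The rule gave 50 rows down with the linear mean of the donors, or 100 with the mean of their log2 RPKM. Of the 50, 36 had a mean under 0.5 RPKM. Of the 36 genes of Table E6 that were looked up, 16 passed with the linear mean of the donors and 35 with the mean of their log2 RPKM. The 11 that limma tested all had negative values against the controls (median -0.67) and against IL5IgG (median -0.49), and none was called against either. Adjusted over the list alone, 5 were lower than the controls and 1 was lower than with IL5IgG. Unadjusted p-values under 0.05 numbered 1582 and 742 of the 13906 rows. The study chose the list on these libraries, so its direction is not independent evidence.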

Table 4 and Additional file 6: Table E6 give a brief description of the 72 (35 up +37 down) genes and their relationship with the networks created by IPA using the 300 genes in our dataset #1 (Tables 2 and 3; Figs. 2, 3 and 4, Additional file 2: Figure E1 and Additional file 8: Figure E2). Furthermore, Additional file 10: Table E7 shows the genes of our dataset #2 associated with the six most significant global molecular networks formed by IPA (Additional file 8: Figure E2, Additional file 9: Figure E3 and not shown). The genes of our dataset #2, which are part of the three downstream functional categories (immunity, remodeling and lipid metabolism, Figs. 2, 3 and 4), are listed in Table 5. 

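ICAM1 and IL6 rose with IL3IgG against the controls, CXCL1, CXCL8 and C3 did not pass the test, and CH25H, UCN2 and CYP1A1 were too low for it. ICAM1 had a log2 fold change of 1.96 (standard error 0.20, adjusted p = 0.00185 from limma), and 10.7 ± 2.05 RPKM (SD, n = 2) with IL5IgG in L21. IL6 averaged 10.8 ± 3.68 RPKM (SD, n = 2) in L21 with IL3IgG, 3.75 ± 0.304 RPKM (SD, n = 2) with IL5IgG and 2.13 in medium. The call of IL6 was lost with the eosinophil donor as a replicate block and with most of the compared libraries left out singly. CXCL8, a chemokine for neutrophils (chromosome 4 from 73740519 to 73743716 of GRCh38), averaged 15.1 ± 0.59 RPKM (SD, n = 2) in L21 with IL3IgG, 5.27 ± 1.46 RPKM (SD, n = 2) with IL5IgG and 1.13 in medium. Its log2 fold change over the controls was 2.32 (adjusted p = 0.0896 from limma), and that of CXCL1, a related chemokine, was 1.69 (adjusted p = 0.0819). For both, every IL3IgG library lay above every control (exact permutation test, two-sided p = 0.029, the smallest that 4 against 4 allow). The permutation test ignores the line, and splits balanced for line are too few for a p under 0.05. The study chose the genes named here for their rise in these libraries, so p-values for that rise are not independent evidence. C3, the central complement protein, averaged 2.87 ± 0.258 RPKM (SD, n = 2) in L21 with IL3IgG, 0.305 ± 0.0381 RPKM (SD, n = 2) with IL5IgG and 0.0682 in medium, and 0.0536 ± 0.0115 RPKM (SD, n = 2) in L20 with IL3IgG and 0 in medium (log2 fold change 1.36, adjusted p = 0.281 from limma).
CH25H, which makes 25-hydroxycholesterol, had 0.607 ± 0.327 RPKM (SD, n = 4) with IL3IgG and 0.173 ± 0.0733 (SD, n = 4) in the controls, 4.25 against 1.25 estimated reads (exact permutation test, two-sided p = 0.057). UCN2, a peptide of the corticotropin-releasing family, had a mean of 1.75 estimated reads with IL3IgG and 0.5 in the controls, and CYP1A1, a target of the aryl hydrocarbon receptor, 1.75 and 0.5. None of C3, CXCL1, CXCL8, ICAM1 and IL6 passed by limma for IL3IgG against IL5IgG, where 742 of 13906 rows had an unadjusted p under 0.05 (ICAM1 log2 difference 0.99, adjusted p = 0.571). The 5 passed when adjusted over the list alone, which the study chose on these libraries and which is not independent evidence.

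**Figure D2:**
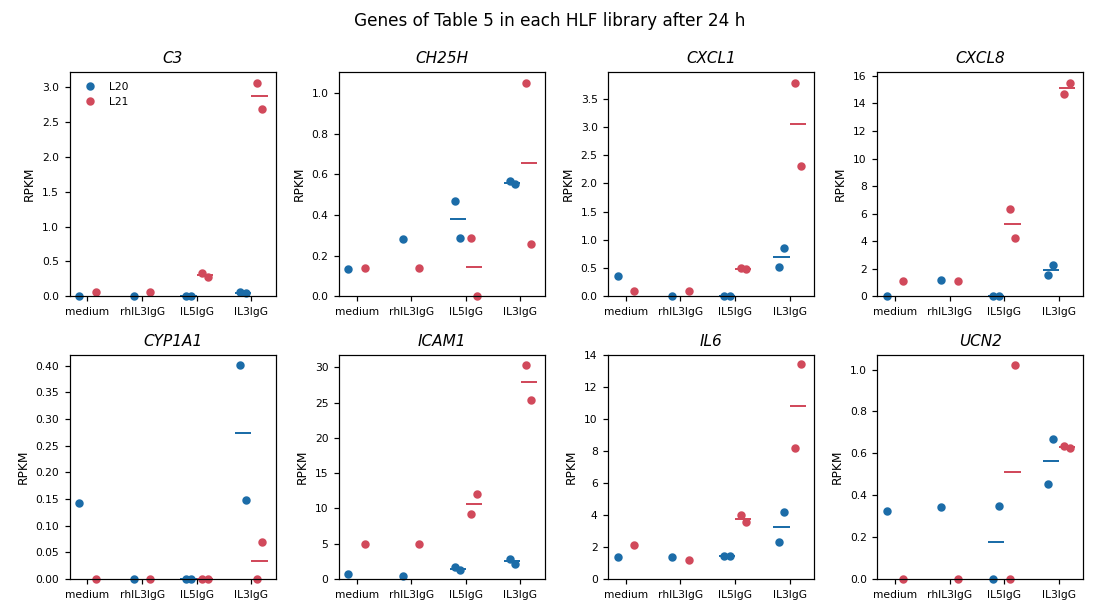
RPKM of 8 genes in each library by culture condition, with L20 in blue and L21 in red. Points are libraries (0 is the floor), lines are means of 2 libraries, the axes differ between genes, and for ICAM1, IL6, CXCL8, CXCL1 and C3 the IL3IgG libraries lie above the other libraries of the same line.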

The eight genes shown in Table 5 are involved in at least one of these three categories, and four genes (*C3, CXCL1, CXCL8, IL6*) are part of all three categories. From Table 5, *CXCL1, CXCL8, ICAM1* and *IL6* were arbitrarily selected to validate our RNA-seq analyses by RT-qPCR.

**Table 4:** Genes upregulated by IL3IgG- versus IL5IgG-activated eosinophil conditioned medium and versus control media (medium only and rhIL3IgG) in fibroblasts

Gene	Brief description	Regulators-networks (IPA analyses)
BMP8B (secreted)	Bind TGF-ß receptors– Activates SMAD	Network 1: inflammatory response (Additional file 2: Figure E1)
C3 (secreted)	Modulates inflammation – Antimicrobial activity	Target molecule (Table 2); Regulated by TNF, IL1B, IL6, NFkB, MYD88, RELA, STAT1 (Table 3); Networks: immune response, remodeling and lipid metabolism (Figs. 2, 3, 4); Network 2: cell trafficking (Additional file 8: Figure E2)
C8A (secreted)	Antimicrobial activity	
CH25H	Cholesterol-Lipid metabolism	Target molecule (Table 2); Regulated by TNF, OSM, STAT1 (Table 3); Networks: immune response, lipid metabolism (Figs. 2 and 4)
CHADL (secreted)	Inhibits collagen fibrillogenesis	
CIDEC	Insulin sensitivity	Regulated by TNF (Table 3); Network 1: inflammatory response (Additional file 2: Figure E1)
CPT1B	Lipid transport	Regulated by TNF (Table 3)
CXCL1 (secreted)	Chemoattractant for neutrophils – Tumor growth	Target molecule (Table 2); Regulated by TNF, IL1B, OSM, IL6, NFkB, MYD88, JUN, RELA (Table 3); Networks: immune response, remodeling and lipid metabolism (Figs. 2, 3, 4)
CXCL8 (secreted)	Neutrophil attraction and activation	Target molecule (Table 2); Regulated by TNF, IL1B, OSM, IL6, NFkB, MYD88, Akt, ERK, JUN, RELA, STA1, STA3 (Table 3); Networks: immune response, remodeling and lipid metabolism (Figs. 2, 3, 4)
CYP1A1	Cholesterol and lipid synthesis	Target molecule (Table 2); Regulated by TNF, IL1B, ERK, RELA (Table 3); Networks: remodeling and lipid metabolism (Figs. 3, 4)
EGLN2 (egl-9 family hypoxia-inducible factor 2)	Hypoxia tolerance-Tumor proliferation	
FLRT1	Fibroblast growth factor	Regulated by tretinoin (Additional file 4: Table E3)
FOXD2	Somatogenesis	
FOXD3	Promotes development of neural cells	Regulated by tretinoin (Additional file 4: Table E3); Networks: immune response (Fig. 2)
FRMPD1 (FERM and PDZ domain containing 1)	Stabilizes membrane-bound GPSM1	
GNG3	Gamma subunit of guanine nucleotide binding proteins	
ICAM1	Leukocyte migration-Rhinovirus receptor	Target molecule (Table 2); Regulated by TNF, IL1B, OSM, IL6, NFkB, MYD88, ERK, JUN, RELA, STAT1, STAT3 (Table 3) Networks: immune response, remodeling (Figs. 2,3)
IGSF6		
IL6 (secreted)	Induces inflammatory response-Insulin resistance-Nerve cells differentiation	Target molecule (Table 2); Regulated by TNF, IL1B, IL6, NFkB, MYD88, Akt, ERK, JUN, RELA, STAT1, STAT3 (Table 3) Networks: immune response, remodeling, lipid metabolism (Figs. 2, 3, 4)
KLKB1 (kallikrein B, plasma (Fletcher factor) 1	Blood coagulation-Inflammation	
KRT36 (keratin 36, type I)	Type I hair keratin	
MYO1H (myosin IH)	Actin based intracellular movement	
NATD1 (N-acetyltransferase domain containing 1)		
NFKBIZ	LPS induced-Increases IL-6 production	Target molecule (Table 2); Regulated by TNF, IL1B, MYD88, ERK, JUN, STAT3 (Table 3)
NUP210	Part of nuclear pore complex	
OR51B5		
PALD1		
PCBP3 (poly(rC) binding protein 3)	RNA-binding proteins	
PRODH (proline dehydrogenase (oxidase) 1)	Mitochondrial proline degradation	Network 1: inflammation, neurological disease (Additional file 2: Figure E1)
PYHIN1 (pyrin and HIN domain family, member 1)	Promote ubiquitination- IFN-induced	Network 2: cell trafficking (Additional file 8: Figure E2)
SOX7	Represses Wnt/beta-catenin pathway	
SYNDIG1	IFN-induced- Synaptogenesis	
TTC6 (Tetratricopeptide repeat protein 6)		
UCN2 (secreted)	Homeostasis after stress	Networks: lipid metabolism
ZC3H12A	CCL2-induced- Cell death- mRNA decay (IL-6 and IL12B)- Inhibits miRNAPromote IL-4-induced M2- Increase glial differentiation	Target molecule (Table 2); Regulated by TNF, IL1B, NFkB (Table 3); Networks: remodeling (Fig. 3)
ZMYND15	Spermatogenesis- transcriptional repressor via histone deacetylase

**Table 5:** Genes in dataset #2 part of the three downstream function categories defined by IPA using dataset #1 (Table 2, Figs. 2, 3 and 4)

Downstream function categories (Figs. 2, 3 and 4)	Genes	
	Upregulated	Downregulated
Immune response	C3, CH25H, CXCL1, CXCL8, ICAM1, IL6	ERBB3, TLR1
Remodeling	C3, CXCL1, CXCL8, CYP1A1, ICAM1, IL6	
Lipid synthesis	C3, CH25H, CXCL1, CXCL8, CYP1A1, IL6, UCN2	

For RT-qPCR analysis, conditioned media (IL3IgG, IL5IgG and IL3 (no IgG)) from all three eosinophil donors were used on the two HFL lines. Controls included fibroblasts cultured in medium only and fibroblasts cultured with 1 ng/ml of IL-3 plus 0.5 μg/ml of HA-IgG (rhIL3IgG). In agreement with the RNA-seq data, qPCR data (Fig. 5) confirms that *CXCL1*, *CXCL8, ICAM1* and *IL6* are all significantly upregulated by IL3IgG conditioned media compared to IL5IgG and controls.

**Fig. 5:**
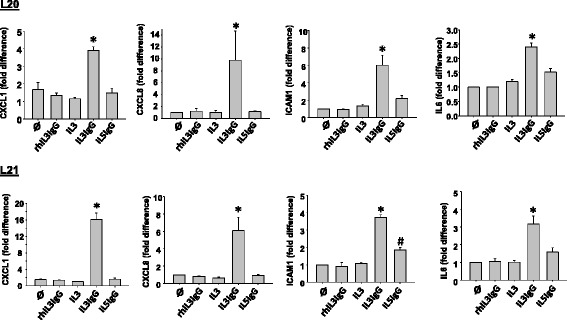
PCR analysis demonstrates upregulation of* CXCL1*, *CXCL8*, *IL6* and *ICAM1* expression levels in HLF activated with conditioned media from eosinophils pre-activated with IL3 and degranulating on aggregated IgG. Conditioned media were prepared from eosinophils pre-activated for 20 h with IL-3 or IL-5, and seeded on heat-aggregated human IgG for 6 h (IL3IgG or IL5IgG). Conditioned media from eosinophils pre-activated with IL-3 and seeded in uncoated wells (IL3) were also prepared. HLF were cultured for 24 h with the three types of conditioned media (IL3IgG, IL5IgG and IL3), a control medium (Ø) and medium including 1 ng/ml of recombinant human IL-3 plus 0.5 μg/ml of HA-IgG (rhIL3IgG). RT-qPCR were performed from total mRNA extracted from two HLF lines (L20 and L21) cultured in the five different conditions. For each HLF lines, controls (Ø) and rhIL3IgG are *n* = 2. IL3, IL3IgG and IL5IgG conditioned media were prepared from three different eosinophil donors, including two donors previously used for the RNAseq analyses. IL3, IL3IgG and IL5 were compared using One Way Anova (*n* = 3), and * indicates that IL3IgG is upregulated compared to IL3 and IL5IgG; and # indicates that IL5IgG is upregulated compared to IL3

## Discussion

Our study shows that expression level of ~300 genes is changed in cultured human lung primary fibroblasts (HLF) by conditioned media obtained from degranulated eosinophils. Among these genes, the Ingenuity Pathway Analysis (IPA) identified at least 66 genes known to be associated with either inflammation (immune response, homing of cells), tissue remodeling (angiogenesis, vasculature, connective tissue development), or lipid synthesis. Furthermore, among this first dataset of 300 genes, we have found a unique gene set that characterizes the activation of fibroblasts by conditioned media from IgG-driven eosinophil degranulation after pre-activation with IL-3 compared to a pre-activation with IL-5. In this gene set, we found differential expression of 72 genes (dataset #2) coding for known proteins. According to IPA, among these 72 genes, eight of the 35 up-regulated genes, *C3*, *CH25H*, *CXCL1, CXCL8, CYP1A1, ICAM1, IL6* and *UCN2* are connected to inflammation, tissue remodeling or lipid synthesis, with *C3, CXCL1, CXCL8* and *IL6* being part of all three categories.

Increased expression levels of *IL6*, *CXCL1* and *CXCL8* have previously been observed in co-culture experiments of human blood eosinophils and fibroblasts [23, 24]. In those studies, IL-6 secretion by fibroblasts was dependent on p38, ERK and NF-kB; and CXCL1 and CXCL8 inhibitions were reached by blockade of p38 and ERK [24]. In agreement with this previous publication, as identified by IPA, all these intracellular mediators (kinases and NF-kB) were significant potential upstream activators of the genes upregulated in our datasets.

C3, CXCL1, CXCL8, ICAM1 and IL-6 are all enhancers of neutrophil activation and trafficking [37–41], suggesting that one effect of IL-3-dependent activation of eosinophils is enrichment in soluble mediators that can influence fibroblasts to participate in the recruitment of a neutrophilic immune response. Although the role of the protein product of C3 (C3a) on neutrophils remains controversial [42], it has been previously reported that mice lacking C3 exhibit less neutrophil infiltration in brain injury and infection models [43]. Notably, the reduction of inflammatory cell, including neutrophil, recruitment in these C3 knock out mice, was probably at least partially due to the ability of C3a to activate endothelial cells to produce adhesion membrane receptors and to exhibit stress fiber formation [44, 45]. In addition to its role in neutrophilia, C3a can induce smooth muscle cell contraction [46, 47], participates in mast cell degranulation [48] and increases production of pro-inflammatory cytokines by monocytes [49]. Therefore, in addition to IL-6, CXCL1 and CXCL8 (IL-8), C3 is another factor produced by HLF in the presence of eosinophils that can mediate inflammation and remodeling.

Beyond enhancement of the neutrophilic recruitment, we also found increased production of mediators that can participate in promoting inflammation or activate fibroblasts in a paracrine/autocrine fashion. One such gene is *CH25H*. *CH25H* codes for an enzyme, cholesterol 25-hydroxylase, a multi-transmembrane endoplasmic reticulum protein, which produces the oxysterol, 25-hydroxycholesterol (25-HC) from cholesterol. The addition of the second hydroxyl group at position 25 makes 25-HC much more hydrophilic than cholesterol. Furthermore, CYP7B1 can convert 25-HC into 7α, 25-HC, which as an EBI2 (GPR183) ligand triggers intracellular signaling, and increases cell migration, particularly B cells and eosinophil [50, 51]. Interestingly, 25-HC is increased in the airway of COPD patients, and correlates positively with neutrophilic inflammation and negatively with pulmonary function [52]. Finally, 25-HC increases the production and release of TGF-ß by fibroblasts and subsequently the production of markers of myofibroblasts, including α-smooth muscle actin, collagen 1 and metalloproteinases [53], a finding that we have confirmed in our lab (data not shown). Therefore, *CH25H* and its product, 25-HC have a role in tissue remodeling. In our model, we speculate that fibroblast-derived *CH25H* could potentiate myofibroblast differentiation via the production of 25-HC.

One interesting signature found by IPA analyses suggest that the genes upregulated in HLF by EOS-conditioned medium enhanced angiogenesis. Inflammation and angiogenesis are thought to be closely interdependent processes (reviewed in [54]). One of the feature of asthma pathophysiology is the development of microvascular network in lungs, with severe asthma displaying higher vascularization compared to moderate and mild asthma [55]. In asthma, increased vasculature reduces airway compliance and increases airway narrowing [56]. Therefore, EOS-activated HLF may lead to increased airway remodeling via vasculature development.

Besides inflammation and remodeling, the downstream potential function associated with lipid synthesis is also intriguing. UCN2 (urocortin-2) is one molecule linked to synthesis of lipids by IPA analysis. The receptor for UCN2, CRF2 may play an important role in mechanisms that control food intake and energy homeostasis [57–59]. Xiong Y et al. have recently reported that UCN2/UCN3 via CRF2 are responsible for hypoxia-induced lipolysis and loss of weight via a cAMP/PKA pathway in white adipose tissue [60].

The differential gene expression signature that we found in HLF cultured with conditioned media from IL-3- compare to IL-5-pre-activated eosinophils may be explained by higher eosinophil degranulation level ([29]; Fig. 1). In addition to increased degranulation, there may be differential protein production in IL-3- versus IL-5-activated eosinophils. We have recently reported that compared to GM-CSF and IL-5, IL-3 activation led to higher protein translation and production of semaphorin-7A and the low-affinity receptor for IgG (Fc-gamma-RII, CD32) [29, 61, 62]. Therefore, we speculate that compared to IL-5, eosinophils pre-activated with IL-3 further produce a subset of proteins that are potential upstream regulators of fibroblasts. IPA analysis identified a list of ~60 upstream potential regulators. We cross-referenced this list with gene expression data from our current RNA-seq and found that HLF primary lines express relatively high levels of receptors for 12 of these potential upstream regulators, including TNF-α, IL-1, OSM (oncostatin-M), IL-6, IFN-γ, IFN-α, TNFSF12 (tweak), C5 and F2 (thrombin). Release of soluble cytokines such as IL-1ß could account for many of the gene expression changes that we observed, as several studies have shown that eosinophils are a source of IL-1ß [11–15]. Furthermore, previous co-culture experiments using neutralizing antibodies have demonstrated that anti-IL-1ß inhibited ~70% of eosinophil-induced IL-6 release by fibroblasts while anti-TGF-ß, −IL-1α and -TNF-α had lesser inhibitory effects (~20%) on IL-6 release [23]. While eosinophils are a source of TGF-ß [9, 10], surprisingly TGF-ß was absent from the potential upstream regulators in our analyses. 

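Collagen and myofibroblast genes were highly expressed and moved little. COL1A1 averaged 2640 ± 635 RPKM (SD, n = 2) in L21 with IL3IgG against 2210 in medium (log2 fold change over both lines 0.00, adjusted p = 1 from limma), and COL3A1 had a log2 fold change of 0.17 (adjusted p = 0.484). None of 38 extracellular matrix and myofibroblast genes passed over all genes, where 1582 rows had an unadjusted p under 0.05, and 2 were higher and 1 lower when adjusted over the list alone. Their median log2 fold change was 0.05, with adjusted p = 0.0312 from camera, and adjusted p = 0.299 with an estimated correlation. Of 21 TGF-β target genes none passed over all genes and 1 was higher when adjusted over the list alone (adjusted p = 0.318 from camera).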

In accordance with the lack of TGF-ß in the upstream regulators, no major genes coding for markers of myofibroblast and ECM proteins were identified as induced as part of our RNA-seq datasets. Thus, it is possible that this model of degranulation on IgG does not allow piecemeal degranulation of TGF-ß. However, it is worth noting that TGF-ß was part of a downstream Global Molecular Network (Additional file 9: Figure E3) along with collagen proteins, suggesting that fibroblast-derived autocrine or paracrine effects may ultimately lead to production of ECM components. Future studies in our lab will be needed to assess the components of eosinophil-derived media that mediate our observed effects.

One limitation of analyzing global gene expression changes using RNA-seq is the potential lack of correlation between transcript and protein levels due to the effects of regulation of translation, as we have previously shown for several eosinophil genes [29, 62]. Future studies that use techniques such as high-resolution mass spectroscopy proteomic technologies will help to resolve these limitations.

## Conclusions

Our study has identified the gene signature in human primary lung fibroblasts that results from soluble factors released by IL-3-activated eosinophils. Global analyses indicate that a major downstream effect of this exposure is an enhancement of the expression of several genes that could promote granulocytic inflammation (*C3, CXCL1, CXCL8, ICAM1* and *IL6*). In addition, components of this novel gene signature predict regulation of tissue remodeling, angiogenesis, and lipid metabolism. This work suggests that exposure to eosinophil-derived mediators may promote fibroblasts participation in neutrophil recruitment and airway remodeling.

## Additional files

Additional file 1: Table E1. Primer sequences used for real-time PCR. (DOCX 15 kb)

Additional file 2: Figure E1. IL-3-pre-activated eosinophils strongly adhere to coated HA-IgG and ultimately release free granule proteins. Human blood eosinophils were activated with IL-3 or IL-5 for 20 h and were then added on heat-aggregated (HA) human serum IgG. Photomicroscopy of IL-3 and IL-5-pre-activated eosinophils on HA-IgG was performed at 2 h, 4 h and at 6 h, using a digital camera from Olympus. (PDF 223 kb)

Additional file 3: Table E2. Genes (169) up regulated by >1.5 fold in both fibroblasts lines (L20 and L21) cultured with IL3IgG eosinophil conditioned media (average of 2 eosinophil donors), compared to HLF cultured in medium only, and cultured with rhIL-3 plus HA-IgG. (PDF 88 kb)

Additional file 4: Table E3. Genes (131) down regulated by >1.5 fold in both fibroblasts lines (L20 and L21) cultured with IL3IgG eosinophil conditioned media (average of 2 eosinophil donors), compared to HLF cultured in medium only, and cultured with rhIL-3 plus HA-IgG. (PDF 88 kb)

Additional file 5: Table E4. Upstream Regulators of the genes listed in our dataset (target genes, Additional file 3: Table E2 and Additional file 4: Table E3) as predicted by IPA analysis. (PDF 141 kb)

Additional file 6: Table E6. Genes downregulated by IL3IgG- versus IL5IgG-activated eosinophil conditioned medium and control media (medium only and rhIL3IgG) in fibroblasts. (PDF 94 kb)

Additional file 7: Table E5. HLF (L20 and L21) expression levels for the receptors of the upstream regulators identified by IPA (Tables 2 and 3, and Additional file 4: Table E3), as determined by our RNA-seq analysis. (PDF 92 kb)

Additional file 8: Figure E2. Global Molecular Network #1 generated by IPA downstream analysis. Interactions between the genes of our dataset #1 (300 genes) in relation with other neighboring genes present in a Global Molecular Network. Thirty-five total genes or group of genes are present in each network. This network characterized genes related to the inflammatory response and development disorder. It includes 15 genes and 1 group from our dataset. (PDF 321 kb)

Additional file 9: Figure E3. Global Molecular Network #2 generated by IPA downstream analysis. Interactions between the genes of our dataset #1 (300 genes) in relation with other neighboring genes present in a Global Molecular Network. Thirty-five total genes or group of genes are present in each network. This network characterized genes related to cellular movement, hematological system development and function and immune cell trafficking. It includes 15 genes and 4 groups from our dataset. (PDF 332 kb)

Additional file 10: Table E7. Association of the dataset #2 genes with Global Molecular Networks created by IPA using dataset 1 (Figs. E1 and E2, and not shown). (PDF 86 kb)

## Abbreviations

ECM: Extracellular matrix
EDN: Eosinophil-derived neurotoxin
FBS: Fetal bovine serum
GUSB: ß-glucuronidase
HA-IgG: Heat aggregated IgG
HLF: Primary human lung fibroblasts
IgG: Immunoglobin-G
IL-1: Interleukin-1
IL3IgG: IL-3 primed for 20 h and seeded on HA-IgG for 6 h
IPA: Ingenuity pathway analysis
rhIL3IgG: Recombinant human IL-3 plus soluble heat aggregated IgG
RNA-seq: RNA sequencing
TGF-ß: Transforming growth factor-β

# Supplementary material for: RNA-sequencing analysis of lung primary fibroblast response to eosinophil-degranulation products predicts downstream effects on inflammation, tissue remodeling and lipid metabolism
**Source:** Respir Res. 2017 Nov 10;18:188. doi: 10.1186/s12931-017-0669-8
**Supplement:** Supplementary file 1 — Primer sequences used for real-time PCR.

**Table E1:** Primer sequences used for real-time PCR

| **GENE** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| CXCL1 | Taqman primers # Hs00236937_m1 (Life Technologies) | |
| CXCL8 | Taqman primers # Hs99999034_m1 (Life Technologies) | |
| ICAM1 | GGAGGTCACCCGCAAGGT | TGGCTTCGTCAGAATCACGTT |
| IL6 | TGCAGATGAGTACAAAAGTCCTGA | GTGGTTATTGCATCTAGATTCTTTGC |

# Supplementary material for: RNA-sequencing analysis of lung primary fibroblast response to eosinophil-degranulation products predicts downstream effects on inflammation, tissue remodeling and lipid metabolism
**Source:** Respir Res. 2017 Nov 10;18:188. doi: 10.1186/s12931-017-0669-8
**Supplement:** Supplementary file 3 — Genes (169) up regulated by >1.5 fold in both fibroblasts lines (L20 and L21) cultured with IL3IgG eosinophil conditioned media (average of 2 eosinophil donors), compared to HLF cultured in medium only, and cultured with rhIL-3 plus HA-IgG.

**Table E2.** Genes (169) up regulated by >1.5 fold in both fibroblasts lines (L20 and L21) cultured with IL3IgG eosinophil conditioned media (average of 2 eosinophil donors), compared to HLF cultured in medium only, and cultured with rhIL-3 plus HA-IgG.

| Gene           | Fold change | Gene       | Fold change | Gene      | Fold change | Gene           | Fold change |
|----------------|-------------|------------|-------------|-----------|-------------|----------------|-------------|
| ADAM20         | 7.4         | ELAVL2     | 12.6        | KYNU      | 3.9         | RNA5S12        | 46.0        |
| ADH1C          | 11.0        | ENPEP      | 11.0        | LGALS9B   | 16.7        | RNA5S8         | 37.9        |
| ALDH8A1        | 11.3        | FAM124B    | 13.0        | LHX4      | 2.7         | RNF219-AS1     | 61.8        |
| ALG1L2         | 2.6         | FAM19A2    | 1.7         | LYSMD2    | 2.0         | RNU4ATAC       | 31.4        |
| APOA1          | 12.6        | FAM223B    | 13.4        | MGAT4A    | 11.1        | RTCA-AS1       | 1.9         |
| APOL3          | 2.3         | FAM43A     | 3.0         | MIR1204   | 1.7         | RTN1           | 9.2         |
| ARHGAP19-SLIT1 | 2.1         | FAM71E1    | 329.3       | MIR29C    | 76.3        | RTP4           | 3.0         |
| ARHGEF16       | 9.3         | FAR2P2     | 121.6       | MIR3153   | 149.3       | S100A14        | 821.9       |
| ATP8B4         | 3.5         | FGF10      | 16.7        | MIR3605   | 6499.1      | SACS-AS1       | 10.7        |
| BEX2           | 1.7         | FLJ22447   | 13.7        | MIR3651   | 8808.2      | SCARNA2        | 17.5        |
| BMP8B          | 12.9        | FLJ38576   | 1.7         | MIR3661   | 76.3        | SECTM1         | 2.5         |
| BST2           | 15.4        | FLRT1      | 127.9       | MIR4485   | 7474.0      | SHROOM2        | 1.7         |
| C10orf82       | 13.3        | FOXD2      | 100.5       | MIR4649   | 1.8         | SLC16A6        | 1.6         |
| C1orf204       | 1.9         | FOXD3      | 11.0        | MIR6858   | 76.3        | SLC18A2        | 7.6         |
| C1QL1          | 15.0        | FRAT1      | 14.4        | MIR6873   | 6645.2      | SLC1A3         | 175.7       |
| C1R            | 2.1         | GACAT2     | 258.4       | MIR762    | 76.3        | SLC22A14       | 59.9        |
| C2orf82        | 19.7        | GAL3ST2    | 10.4        | MYO1H     | 6.4         | SLC26A4-AS1    | 5.7         |
| C3             | 59.9        | GNG3       | 33.5        | NATD1     | 2832.6      | SLC51A         | 4.2         |
| C6orf165       | 3.0         | GPR17      | 11.0        | NBPF4     | 13.3        | SNORD12        | 37.7        |
| C8A            | 13.7        | GREM2      | 1.7         | NFKBIA    | 1.8         | SNORD38A       | 2105.4      |
| CALML6         | 17.8        | GSDMC      | 9.6         | NFKBIZ    | 2.6         | SNORD3B-1      | 1.9         |
| CCDC102B       | 2.2         | HAGLR      | 5.7         | NKPD1     | 10.5        | SNORD6         | 42.5        |
| CCL2           | 3.7         | HES1       | 14.4        | NODAL     | 11.1        | SORCS2         | 2.1         |
| CCL4L2         | 278.4       | HIST1H2BI  | 392.3       | NOXRED1   | 13.4        | SOX7           | 128.1       |
| CD177          | 2.4         | HIST2H2BE  | 2.0         | NPC1L1    | 44.2        | SPARCL1        | 14.2        |
| CFAP46         | 3.2         | HIST2H3D   | 17.7        | NPTX1     | 2.6         | SPATA6L        | 1.7         |
| CH25H          | 4.2         | IBA57-AS1  | 18.4        | NUP210    | 1.7         | SQSTM1         | 1.7         |
| CHADL          | 187.2       | ICAM1      | 3.6         | OVCH1-AS1 | 10.1        | SYNDIG1        | 19.2        |
| CIDEC          | 328.8       | IGSF6      | 21.9        | PACERR    | 12.7        | TAT-AS1        | 13.8        |
| COL4A2-AS1     | 15.4        | IL12RB1    | 11.3        | PALD1     | 8.3         | TBC1D3H        | 1.8         |
| COL4A3         | 5.4         | IL32       | 3.4         | PAPPA-AS1 | 2.0         | TM4SF19-AS1    | 1.6         |
| CPT1B          | 8.7         | IL6        | 2.3         | PARD6B    | 10.7        | TM4SF1-AS1     | 1.6         |
| CXCL1          | 1.8         | INCA1      | 1.8         | PEG3-AS1  | 2.1         | TMEM110-MUSTN1 | 10.7        |
| CXCL8          | 2114.0      | JAK3       | 151.1       | PF4V1     | 20.2        | TTC6           | 45.5        |
| CYP1A1         | 1.7         | KANK3      | 10.2        | PLXDC1    | 15.2        | TUBA8          | 1.7         |
| CYP1B1         | 839.5       | KCNIP2-AS1 | 1.9         | PP14571   | 11.3        | UCN2           | 1.7         |
| DCHS2          | 58.7        | KCNS2      | 9.5         | PRODH     | 206.1       | USP12-AS2      | 12.8        |
| DLEU1-AS1      | 18.7        | KHDC1L     | 18.2        | PTPRN2    | 15.4        | USP17L1        | 10.5        |
| DLX1           | 15.7        | KIAA2012   | 6.0         | PYHIN1    | 2.7         | VDR            | 2.2         |
| DRICH1         | 2.1         | KL         | 8.4         | RAB41     | 384.0       | VSIG10L        | 2.3         |
| EFCAB8         | 10.0        | KRT36      | 5.0         | RAB9B     | 17.0        | ZC3H12A        | 2.0         |
| EHF            | 11.9        | KRTAP1-3   | 18.6        | RELB      | 2.0         | ZMYND15        | 7.6         |
|                |             |            |             |           |             | ZNF559-ZNF177  | 36.6        |

# Supplementary material for: RNA-sequencing analysis of lung primary fibroblast response to eosinophil-degranulation products predicts downstream effects on inflammation, tissue remodeling and lipid metabolism
**Source:** Respir Res. 2017 Nov 10;18:188. doi: 10.1186/s12931-017-0669-8
**Supplement:** Supplementary file 4 — Genes (131) down regulated by >1.5 fold in both fibroblasts lines (L20 and L21) cultured with IL3IgG eosinophil conditioned media (average of 2 eosinophil donors), compared to HLF cultured in medium only, and cultured with rhIL-3 plus HA-IgG.

**Table E3.** Genes (131) down regulated by >1.5 fold in both fibroblasts lines (L20 and L21) cultured with IL3IgG eosinophil conditioned media (average of 2 eosinophil donors), compared to HLF cultured in medium only, and cultured with rhIL-3 plus HA-IgG.

| Gene         | Fold change | Gene        | Fold change | Gene         | Fold change | Gene        | Fold change |
|--------------|-------------|-------------|-------------|--------------|-------------|-------------|-------------|
| ABCA13       | -10.7       | ERBB3       | -19.6       | MYOM1        | -21.6       | RRS1-AS1    | -5.2        |
| ADM5         | -27.6       | EXTL1       | -1.6        | N4BP2L2-IT2  | -14.9       | RUNDC3A-AS1 | -1.9        |
| AK8          | -17.0       | FKBP6       | -410.9      | NDUFV2-AS1   | -33.6       | SERTAD4-AS1 | -21.0       |
| ANKRD13B     | -1.6        | FLJ12825    | -2.5        | NLRC4        | -11.0       | SLC22A1     | -272.6      |
| ANKRD24      | -3.5        | FOXQ1       | -8.5        | NNAT         | -627.6      | SMIM5       | -47.5       |
| ARHGAP19     | -99.1       | GRHL1       | -2.1        | NOS1AP       | -9.9        | SNORA25     | -925.1      |
| ARHGAP31-AS1 | -8.4        | HCG17       | -44.3       | NSG1         | -45.9       | SNORA48     | -21.1       |
| ARL17A       | -3.0        | HIST1H2AK   | -315.4      | NT5C1B       | -2.0        | SNORD26     | -1652.9     |
| ARR3         | -7.2        | HIST1H2BL   | -15.2       | NTN3         | -8.3        | SNORD79     | -99.0       |
| ASB5         | -5.2        | HIST1H3G    | -48.3       | ODF3L1       | -145.9      | SNORD96A    | -5165.4     |
| ASMTL-AS1    | -2.2        | HIST1H4K    | -1.9        | PAK3         | -17.4       | SPATA1      | -10.4       |
| BMP3         | -23.6       | HLA-DPB1    | -8.7        | PILRA        | -18.8       | SPATA9      | -8.0        |
| BTBD18       | -58.0       | IMPG2       | -5.0        | PLCH2        | -6.1        | SPDYE11     | -1.6        |
| C12orf56     | -1.6        | JAKMIP2-AS1 | -15.8       | PLSCR2       | -47.8       | SPON1       | -2.1        |
| C16orf86     | -1.7        | KCNU1       | -3.5        | POC1B-GALNT4 | -63.0       | SPRY3       | -5.8        |
| C17orf104    | -1.8        | KIAA1731NL  | -16.3       | PPAPDC3      | -1.6        | SSBP3-AS1   | -47.3       |
| C1orf101     | -6.2        | KRT33A      | -540.0      | PPIAL4B      | -1.8        | TAGLN3      | -1.8        |
| C1orf132     | -4.7        | KRT33B      | -2.5        | PPIAL4F      | -2.2        | TAS1R3      | -48.5       |
| C5orf30      | -1.7        | KRTAP1-1    | -2.0        | PPL          | -5.5        | TAS2R31     | -133.3      |
| CA14         | -252.4      | KRTAP2-1    | -320.3      | PPP1R32      | -1.7        | TBC1D3K     | -7.3        |
| CCDC169      | -2.2        | KY          | -7.8        | PPP1R3G      | -9.0        | TCEAL5      | -8.0        |
| CHDH         | -213.3      | LGALS1      | -5.4        | PRKACG       | -15.8       | TLR1        | -4.6        |
| CNTN1        | -3.4        | LILRB3      | -15.8       | PRR7         | -1.7        | TMC3        | -4.1        |
| CRYGS        | -923.4      | LRGUK       | -6.5        | PRRG4        | -3.8        | TNFRSF25    | -71.8       |
| CXCR6        | -6.5        | LRRN4       | -7.3        | PTPRR        | -1.6        | TOLLIP-AS1  | -1.8        |
| DCC          | -1.8        | M1AP        | -88.0       | RAET1E       | -1.8        | TPPP3       | -2.5        |
| DDN          | -22.0       | MANEA-AS1   | -304.8      | RASSF1-AS1   | -61.0       | TRPC5       | -212.1      |
| DNAH10       | -2.4        | MAST1       | -4.8        | RIBC1        | -6.6        | WBSCR27     | -1.5        |
| DRD1         | -40.1       | MBP         | -1.8        | RNF180       | -1.9        | WWTR1-AS1   | -1.8        |
| EGR3         | -10.3       | MEX3B       | -1.9        | RNU6-36P     | -167.3      | ZASP        | -4.6        |
| EHHADH-AS1   | -1.9        | MIR221      | -106.7      | RNU6-42P     | -28.7       | ZNF540      | -33.4       |
| ELFN2        | -4.2        | MIR7110     | -11269.9    | RNU6-7       | -115.9      | ZNF575      | -2.5        |
| EPHX4        | -227.7      | MYO5C       | -2.8        | RORB         | -1.8        |             |             |

# Supplementary material for: RNA-sequencing analysis of lung primary fibroblast response to eosinophil-degranulation products predicts downstream effects on inflammation, tissue remodeling and lipid metabolism
**Source:** Respir Res. 2017 Nov 10;18:188. doi: 10.1186/s12931-017-0669-8
**Supplement:** Supplementary file 6 — Genes downregulated by IL3IgG- versus IL5IgG-activated eosinophil conditioned medium and control media (medium only and rhIL3IgG) in fibroblasts.

**Table E6.** Genes downregulated by IL3IgG- versus IL5IgG-activated eosinophil conditioned medium and control media (medium only and rhIL3IgG) in fibroblasts.

| Gene             | Protein                                                                                 | Brief description                                                                              | Regulators-Networks (IPA analyses)                                                                                                                       |
|------------------|-----------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------|
| ABCA13           | ATP-binding cassette, sub-family A (ABC1), member 13                                    | Transmembrane movement                                                                         | Network 2: cellular movement (Figure E2)                                                                                                                 |
| BMP3 (secreted)  | bone morphogenetic protein 3                                                            | Bind TGF- $\beta$ receptors- Suppresses TGF- $\beta$ receptor availability                     | Network 1: development disorder (Figure E1)                                                                                                              |
| BTBD18           | BTB (POZ) domain containing 18                                                          | Protein ubiquitination                                                                         |                                                                                                                                                          |
| CA14             | carbonic anhydrase XIV                                                                  | Reversible hydration of CO <sub>2</sub>                                                        |                                                                                                                                                          |
| CAPSL            | calcyphosine-like                                                                       | Calcium ion binding                                                                            |                                                                                                                                                          |
| CCDC169          | coiled-coil domain containing 169                                                       |                                                                                                |                                                                                                                                                          |
| CHDH             | choline dehydrogenase                                                                   | Amine and ployamine biosynthesis                                                               |                                                                                                                                                          |
| DCC              | DCC netrin 1 receptor                                                                   | Axon guidance- FAK pathway- Induces apoptosis- Tumor suppressor                                |                                                                                                                                                          |
| DDN              | dendrin                                                                                 | Promote apoptosis and polymerase II activity                                                   |                                                                                                                                                          |
| DRD1             | dopamine receptor D1                                                                    | Activates cAMP/AMPK pathways- Neuronal growth                                                  |                                                                                                                                                          |
| ERBB3 (secreted) | v-erb-b2 avian erythroblastic leukemia viral oncogene homolog 3                         | Inhibits or activates neuregulin signal                                                        | Target molecule (Table 2); Regulated by OSM, Akt (Table 3); Networks: immune response (inhibitor); Network 1: development disorder, neurological disease |
| GPR3             | G protein-coupled receptor 3                                                            | Activates cAMP- APP generation                                                                 |                                                                                                                                                          |
| INAFM2           | InaF-motif containing 2                                                                 |                                                                                                |                                                                                                                                                          |
| KRT33A           | keratin 33A, type I                                                                     | Hair and nail formation                                                                        |                                                                                                                                                          |
| LGALS            | lectin, galactoside-binding-like                                                        |                                                                                                |                                                                                                                                                          |
| MBP              | myelin basic protein                                                                    | Signaling in T-cells and neuronal cells                                                        | Target molecules (Table 2); Regulated by JUN, IKBKB, APP (Tables 3 and E3)                                                                               |
| MGAT5B           | mannosyl (alpha-1,6-)-glycoprotein beta-1,6-N-acetyl-glucosaminyltransferase, isozyme B | Neurite outgrowth by integrin interaction with ECM proteins                                    |                                                                                                                                                          |
| NLRC4            | NLR family, CARD domain containing 4                                                    | Part of the inflammasome                                                                       |                                                                                                                                                          |
| NNAT             | neuronatin                                                                              | Nervous system development- Regulatory subunit of ion channels                                 |                                                                                                                                                          |
| NSG1             | neuron specific gene family member 1                                                    | Modulates amyloidogenic processing                                                             |                                                                                                                                                          |
| ODF3L1           | outer dense fiber of sperm tails 3-like 1                                               |                                                                                                |                                                                                                                                                          |
| PDE6G            | phosphodiesterase 6G, cGMP-specific, rod, gamma                                         | Regulates c-Src protein kinase and GRK2                                                        |                                                                                                                                                          |
| PLCH2            | phospholipase C, eta 2                                                                  | Formation of IP <sub>3</sub> , DAG, and the neuronal network                                   |                                                                                                                                                          |
| PLSCR2           | phospholipid scramblase 2                                                               | Role in coagulation and apoptosis                                                              |                                                                                                                                                          |
| PPIAL4F          | peptidylprolyl isomerase A (cyclophilin A)-like 4F                                      |                                                                                                |                                                                                                                                                          |
| PPL              | periplakin                                                                              | Part of Akt1-mediated signaling                                                                | Regulated by CEBPA (Table E3)                                                                                                                            |
| RAET1E           | retinoic acid early transcript 1E                                                       | Ligand for NKG2D- Role in the immune response                                                  |                                                                                                                                                          |
| RIBC1            | RIB43A domain with coiled-coils 1                                                       |                                                                                                |                                                                                                                                                          |
| SLC22A1          | solute carrier family 22 (organic cation transporter)                                   | Inhibited by PKA, activated by calmodulin complex                                              | Networks: lipid metabolism                                                                                                                               |
| SPATA1           | spermatogenesis associated 1                                                            |                                                                                                |                                                                                                                                                          |
| SPATA9           | spermatogenesis associated 9                                                            |                                                                                                |                                                                                                                                                          |
| SPON1 (secreted) | spondin 1, extracellular matrix protein                                                 | Cell adhesion- Major factor for vascular smooth muscle cell growth                             | Network 2: cellular movement                                                                                                                             |
| SPRY3            | sprouty homolog 3 (Drosophila)                                                          | Antagonist of fibroblast growth factor pathways- Negatively modulate respiratory organogenesis |                                                                                                                                                          |
| TAS2R31          | taste receptor, type 2, member 31                                                       |                                                                                                |                                                                                                                                                          |
| TLR1             | toll-like receptor 1                                                                    | Pathogen recognition and activation of innate immunity- Acts via MYD88                         | Networks: immune response. Network 1: inflammatory response                                                                                              |
| TMC3             | transmembrane channel-like 3                                                            |                                                                                                |                                                                                                                                                          |
| ZNF575           | zinc finger protein 575                                                                 |                                                                                                |                                                                                                                                                          |

# Supplementary material for: RNA-sequencing analysis of lung primary fibroblast response to eosinophil-degranulation products predicts downstream effects on inflammation, tissue remodeling and lipid metabolism
**Source:** Respir Res. 2017 Nov 10;18:188. doi: 10.1186/s12931-017-0669-8
**Supplement:** Supplementary file 7 — HLF (L20 and L21) expression levels for the receptors of the upstream regulators identified by IPA (Tables 2 and 3, and Additional file 4: Table E3), as determined by our RNA-seq analysis.

**Table E5.** HLF (L20 and L21) expression levels for the receptors of the upstream regulators identified by IPA (Tables 2 and 3, and Table E3), as determined by our RNA-seq analysis.

| Gene                                                        | Level of expression in HLF<br>(RNA-seq/ log2 total RPKM) |        |        |        |
|-------------------------------------------------------------|----------------------------------------------------------|--------|--------|--------|
|                                                             | L20                                                      |        | L21    |        |
|                                                             | Medium                                                   | IL3IgG | Medium | IL3IgG |
| <b><u>Receptors for the upstream regulators</u></b>         |                                                          |        |        |        |
| TNFRSF1A (TNF- $\alpha$ receptor)                           | 6.46                                                     | 6.7    | 6.81   | 6.9    |
| IL1R1 (IL1 receptor)                                        | 3.82                                                     | 3.9    | 4.73   | 4.6    |
| IL1RAP (IL1 receptor)                                       | 2.47                                                     | 3.1    | 1.53   | 1.9    |
| OSMR (OSM type 2 receptor)                                  | 5.28                                                     | 5.5    | 5.51   | 5.9    |
| LIFR (OSMR type 1 receptor)                                 | 3.48                                                     | 3.0    | 3.46   | 3.0    |
| IL6ST (OSM, IL27 and IL6 commun-chain receptor)             | 5.93                                                     | 5.9    | 6.51   | 6.3    |
| IL6R (IL6 receptor)                                         | 1.55                                                     | 1.6    | 2.84   | 3.1    |
| IFNGR1 (IFNG receptor)                                      | 4.76                                                     | 4.7    | 4.24   | 4.6    |
| IFNGR2 (IFNG receptor)                                      | 5.30                                                     | 5.4    | 5.58   | 5.8    |
| IL4R (IL4 and IL13 commun receptor)                         | 4.36                                                     | 4.5    | 4.42   | 4.9    |
| IL2RG (IL4, IL2, IL7 and IL21 $\gamma$ -chain receptor)     | -10.00                                                   | -10.0  | -8.00  | -8.0   |
| IL13RA1 (IL13 and IL4 commun receptor)                      | 5.53                                                     | 5.5    | 6.11   | 5.8    |
| CSF2RA (GM-CSF receptor)                                    | -10.00                                                   | -10.0  | -8.00  | -8.0   |
| CSF2RB (GM-CSF, IL-5, IL-3 $\beta$ -chain receptor)         | -10.00                                                   | -10.0  | -8.00  | -8.0   |
| IL17RA (IL17A and IL17F receptor)                           | 3.13                                                     | 3.2    | 3.69   | 3.7    |
| IL17RC (IL17A and IL17F receptor)                           | 3.67                                                     | 3.5    | 3.30   | 3.5    |
| IL27RA (IL27 receptor)                                      | -1.54                                                    | -1.4   | 0.10   | -0.2   |
| IL18R1 (IL18 receptor)                                      | -10.00                                                   | -10.0  | -8.00  | -2.8   |
| IL18RAP (IL18 receptor)                                     | -10.00                                                   | -10.0  | -8.00  | -8.0   |
| IFNAR1 (IFNA receptor)                                      | 4.48                                                     | 4.2    | 4.53   | 4.9    |
| IFNAR2 (IFNA receptor)                                      | 2.83                                                     | 2.9    | 3.31   | 3.4    |
| TNFRSF12A (FN14)                                            | 7.35                                                     | 7.2    | 6.91   | 7.7    |
| C5AR1 (C5)                                                  | -1.84                                                    | -1.7   | -0.63  | -1.6   |
| IL32 receptor (unknown)                                     |                                                          |        |        |        |
| FGA, FGB, FGG (F2/thrombin receptor)                        | -10.00                                                   | -10.0  | -8.00  | -8.0   |
| F2R/PAR1 (F2/thrombin receptor)                             | 7.97                                                     | 7.8    | 7.31   | 7.3    |
| F2RL2/PAR3 (F2/thrombin receptor)                           | 4.34                                                     | 3.8    | 3.10   | 3.5    |
| F2RL1/PAR2 (F2/thrombin receptor)                           | 2.49                                                     | 2.5    | 1.31   | 1.6    |
| F2RL3 (F2/thrombin receptor)                                | -10.00                                                   | -10.0  | -8.00  | -8.0   |
| <b><u>Upstream regulators expressed in HLF</u></b>          |                                                          |        |        |        |
| IL6                                                         | 0.44                                                     | 1.6    | 1.09   | 3.3    |
| TNFSF12                                                     | 3.05                                                     | 3.5    | 3.87   | 4.1    |
| C5                                                          | 0.45                                                     | 0.7    | 1.55   | 1.2    |
| IL32                                                        | -1.32                                                    | 0.4    | 2.11   | 4.1    |
| <b><u>Other upstream receptors or secreted proteins</u></b> |                                                          |        |        |        |
| SELP (SELP ligand)                                          | 1.35                                                     | 1.8    | 1.82   | 2.2    |
| APP                                                         | 8.91                                                     | 9.1    | 9.01   | 8.9    |
| TLR4                                                        | -1.35                                                    | -1.7   | -4.31  | -2.1   |
| VCAN                                                        | 5.93                                                     | 5.8    | 6.02   | 6.1    |
| EGR1                                                        | 2.73                                                     | 3.0    | 2.85   | 3.2    |
| FN1                                                         | 12.83                                                    | 13.0   | 11.52  | 11.0   |
| HMGB1                                                       | 6.19                                                     | 6.2    | 6.25   | 6.4    |
| HMOX1                                                       | 7.74                                                     | 8.0    | 6.17   | 6.6    |

Gene expression in HLF cultured for 24 h with (IL3IgG) or without (medium) IL3IgG conditioned medium from eosinophils. IL3IgG is an average of 2 eosinophil donors

# Supplementary material for: RNA-sequencing analysis of lung primary fibroblast response to eosinophil-degranulation products predicts downstream effects on inflammation, tissue remodeling and lipid metabolism
**Source:** Respir Res. 2017 Nov 10;18:188. doi: 10.1186/s12931-017-0669-8

**Figure E3**

**Network 2: Cellular Movement, Hematological System Development and Function, Immune Cell Trafficking (Score 23)**

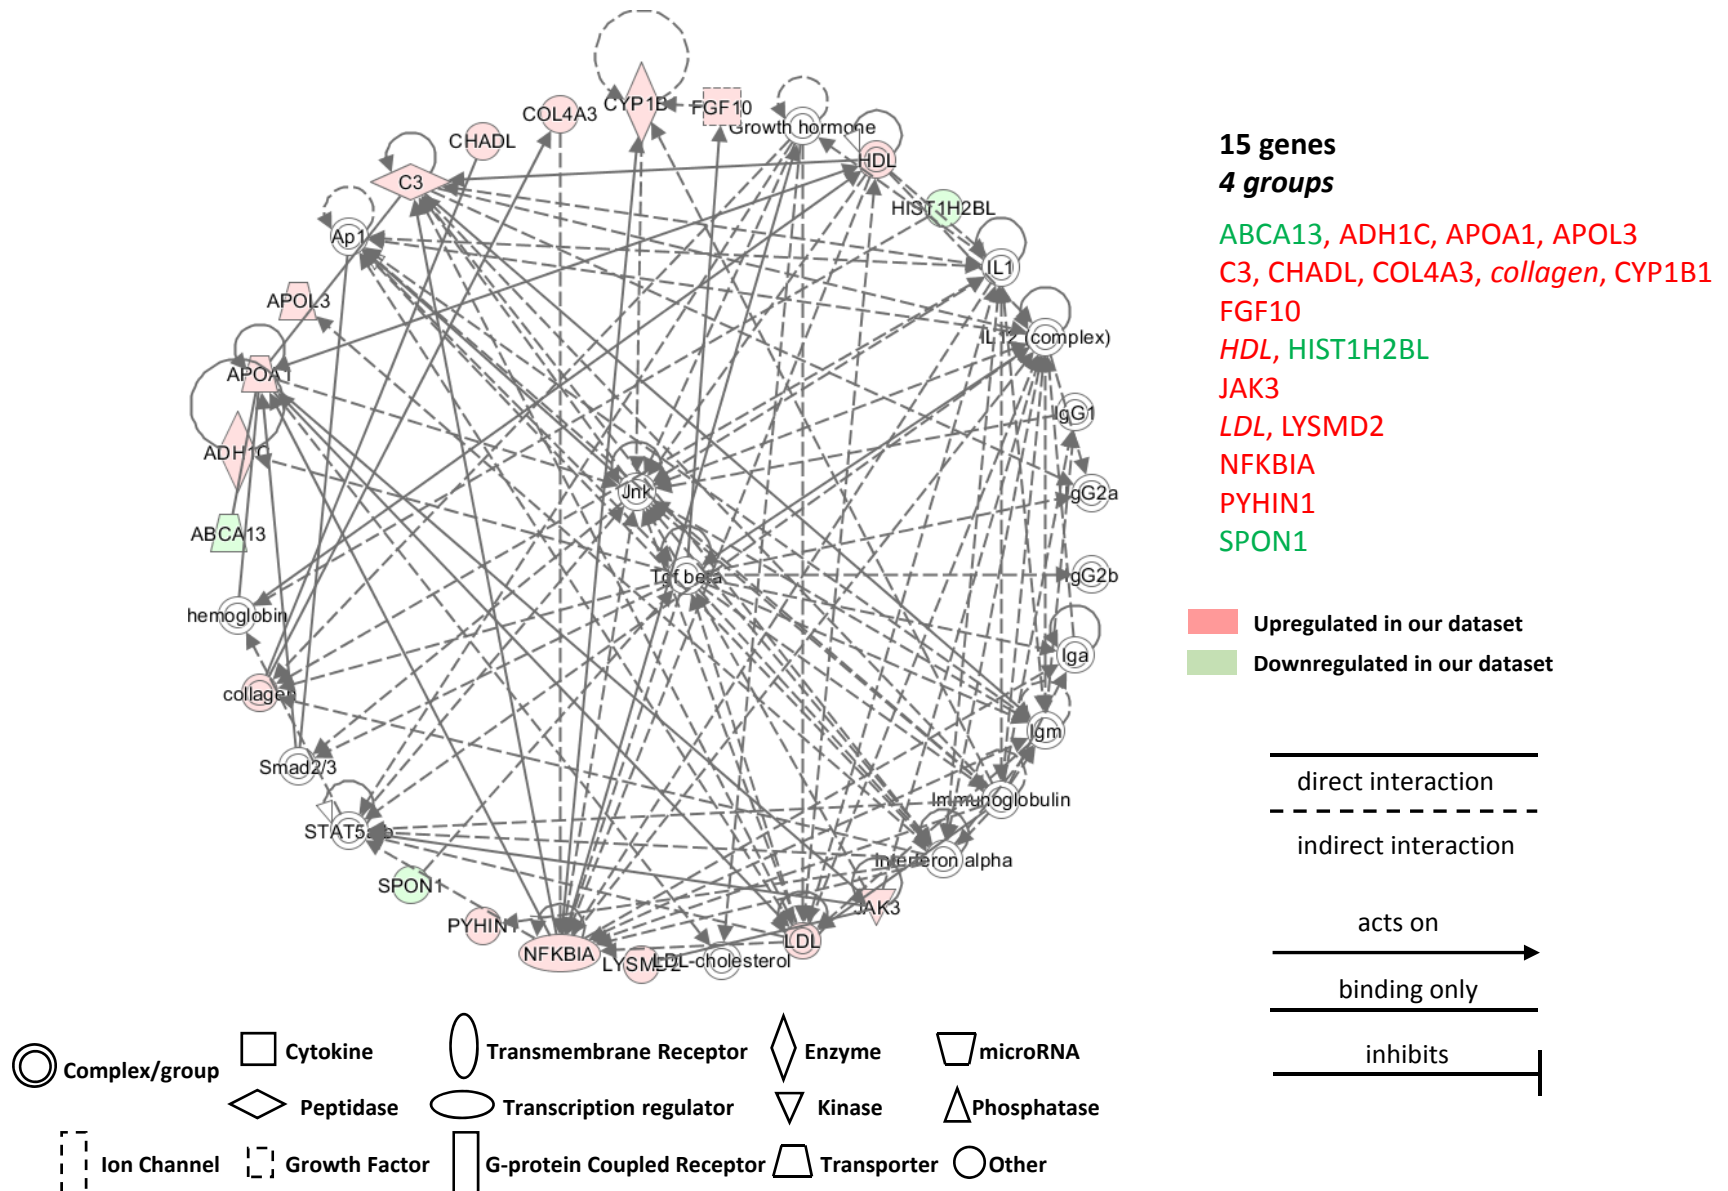

**Supplement:** Supplementary file 9 — Global Molecular Network #2 generated by IPA downstream analysis. Interactions between the genes of our dataset #1 (300 genes) in relation with other neighboring genes present in a Global Molecular Network. Thirty-five total genes or group of genes are present in each network. This network characterized genes related to cellular movement, hematological system development and function and immune cell trafficking. It includes 15 genes and 4 groups from our dataset.

# Supplementary material for: RNA-sequencing analysis of lung primary fibroblast response to eosinophil-degranulation products predicts downstream effects on inflammation, tissue remodeling and lipid metabolism
**Source:** Respir Res. 2017 Nov 10;18:188. doi: 10.1186/s12931-017-0669-8
**Supplement:** Supplementary file 10 — Association of the dataset #2 genes with Global Molecular Networks created by IPA using dataset 1 (Figs. E1 and E2, and not shown).

**Table E7.** Association of the dataset #2 genes with Global Molecular Networks created by IPA using dataset 1 (Figures E1 and E2, and not shown)

| Global Molecular Network (IPA)                           | Genes                     |                   |
|----------------------------------------------------------|---------------------------|-------------------|
|                                                          | Upregulated               | Downregulated     |
| 1. Inflammatory Response                                 | BMP8B, CIDEA, PRODH       | BMP3, ERBB3, TLR1 |
| 2. Cellular Movement                                     | C3, CH25H, PYHIN1         | ABCA13, SPON1     |
| 3. Cell Cycle                                            | FAM124B, KRT36            | CHDH, SPRY3       |
| 4. Skeletal and Muscular System Development and Function | CXCL1, CXCL8, NFKB1, UCN2 | DCC               |
| 5. Development Disorder                                  | CH25H, CPT1B, ZC3H12A     | SLC22A1           |
| 6. Cell Morphology                                       | CYP1A1, FOXD3             | MBP               |

How the deposited data were processed for this re-analysis (not part of the article)

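Gene expression was measured in 12 libraries of human lung fibroblasts from 2 lines, L20 and L21, with 1 medium, 1 rhIL3IgG, 2 IL3IgG and 2 IL5IgG libraries per line. The authors sequenced mRNA libraries from a stranded kit, mapped reads of 100 bases to GRCh38 with SeqMan NGen version 13 and computed RPKM with ArrayStar and Qseq version 13, by the methods and the submitters' processing notes. The authors deposited log2 RPKM, not counts, with rows without reads at a floor of log2 -10.14 in L20 and -8.78 in L21. Whether counting used the strand is not given in the sources used here, so a gene and its antisense partner may share reads. The base of the logarithm is legible in the header of the L20 columns only, and the values show base 2 in L21 as well. The design written beforehand assumed RPKM, so the log2 values were first taken back to RPKM with the floor as 0.
The file has 38445 rows, of which 38331 were used (XIST, TSIX and Y-linked genes were left out), and 15212 of these were at the floor in all 12 libraries. Depth was recovered from the single-read steps of miRNA rows. With those depths and coding lengths from RefSeq and GENCODE 44, 1581 of 2448 genes with 1 coding length (64.6%) came out as whole reads in all 12 libraries, within 0.005 of a read. This is too few for a test on counts, so none was run, and the estimated reads are approximate. Depths were 6484083 to 10377972 mapped reads, and 3 reads on 1 kilobase are worth 0.289 to 0.463 RPKM. Limits from 3 reads cover counting error only.
Tests used limma 3.58.1 in R 4.3.3 with the trend option on log2(RPKM + 0.5), for 13906 rows with a mean of at least 0.5 RPKM, with the line as a term and Benjamini-Hochberg adjusted p under 0.05. The contrasts were IL3IgG against the mean of medium and rhIL3IgG, IL3IgG against IL5IgG, IL5IgG against the same controls, and rhIL3IgG against medium. Differences between the lines and between the eosinophil donors were tested as such. Of 39 gene lists written before the data were examined, from the paper's tables and textbook knowledge, 34 had at least 5 tested members and were tested by limma's camera with a preset correlation of 0.01, over 102 tests, and with an estimated correlation and by fry as alternatives. Of 64 list calls, 50 held with an estimated correlation. The paper's tables had been read when the lists were written, so the lists may not be free of its choice of genes. On simulated data with 13906 genes the fit for IL3IgG against controls found 50% of genes changed by 1.5-fold, 81.2% at 2-fold and 96% at 4-fold, with 6.1% false calls. All sizes, with 8-fold too, were planted in the same data, so the shares may be too high for a comparison with few calls. The changes were added on log2(RPKM + 0.5), which is a larger fold in RPKM for low genes. Noise was drawn independently for each library, which may also make the shares too high.
The paper describes a 1.5-fold rule on the mean of the donors and does not say on which scale the mean was taken. Its printed folds match the mean of log2 RPKM, where 1 of 298 differs. The rule was computed here without a p-value, with a linear mean chosen beforehand: the linear mean of the 2 IL3IgG libraries of a line over its medium and its rhIL3IgG library (and over the mean of IL5IgG in dataset 2), above 1.5-fold the same way in both lines, with 0 replaced by the floors of Table E5 (log2 -10 and -8). Single genes were also compared by an exact two-sided permutation test of 4 against 4 libraries, whose smallest p is 0.029. The test ignores the line and that the medium of 1 eosinophil donor went on both lines. With 2 libraries of each line on each side 18 splits remain, too few for a p under 0.05. Same-numbered IL3IgG and IL5IgG libraries come from the same eosinophil donor, so the numbers pair them. The correlation of their deviations was -0.03 in L20 and -0.13 in L21.
Genes named are those the paper names in its results, Tables 4 and 5 and Table E5, up to 10 per direction and contrast with the largest change among called genes with 1 sign in both lines, up to 4 members per list with the smallest adjusted p, markers of other cell types, and up to 5 genes for a difference between lines or donors. Values in the paper's tables had been seen when the rule was written. Alternatives covered the pseudocount, the filter, scaling, the line term, the donor as a block, the trend, the libraries used, each library left out, and for the fold rule the averaging, the floor and a minimum level. The RT-qPCR and ELISA experiments and the IPA networks were not analysed here, nor was Table E4. Pseudoautosomal genes are not reported apart from CSF2RA. Versions of Python, numpy and pandas were 3.11.15, 2.4.6 and 2.3.3.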

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

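The choice of measures and genes to screen for samples far from the others was made after the data were seen, and the tests between lines and between donors were set before. Of 32 groups screened, 4 held a library far from the rest, where chance gives about 1 in 20. Library L20 IL3IgG replicate 1 had the fewest rows above the floor of the 6 L20 libraries (16522) and the highest percent of summed RPKM in its top 10 genes (8.7). It is also the shallowest library. ICAM1 in L20 medium was 0.686 RPKM, far from the other 3 controls once the line difference was taken out. UCN2 in L20 IL3IgG replicate 1 was 0.455 RPKM, far from the other IL3IgG libraries on the same scale.
Between the fibroblast lines, the response to IL3IgG differed in 4 short RNA rows by limma with a line term for the response: MIR4722 (log2 difference -8.35), MIR6849 (-3.50), MIR6881 (3.49) and SNORA31 (-4.18). Between the eosinophil donors, the difference of IL3IgG from IL5IgG differed in MIR25 (-5.75) at an adjusted p under 0.05, and 1977 of 13906 rows had an unadjusted p under 0.05, against 742 for IL3IgG against IL5IgG and 817 for the difference between the lines. A single read on rows this short is worth several RPKM.
Genes outside Tables E2 and E3 also changed. Of the 50 called genes that are not short RNAs, 35 stand outside those tables, 26 higher and 9 lower. The limma call sets no minimum fold, while those tables require over 1.5-fold against both controls in both lines. Of the 50, 16 passed the 1.5-fold rule here and 15 are in those tables, so most of the 35 do not meet the paper's threshold. Log2 fold changes were LIF 1.29, SOD2 0.93, C1S 0.74, TIPARP 0.72, PLAU 0.69, ARMC9 0.69, SERPINB2 0.64, FENDRR 0.60, APOL1 0.54, FGF2 0.50, IRF1 0.50, TAP1 0.49, IFIT3 0.48, NPC1 0.46 and NQO1 0.39 among the higher genes. HAS2 fell by 1.00 on the log2 scale, and SNRPE had -0.78, CKAP2 -0.54, LRRC40 -0.52 and LRRC17 -0.52 (adjusted p under 0.05 from limma for each).
Chance was weighed for the 3 comparisons with other splits of the same 8 libraries into 4 and 4, set before the result was seen, and the splits balanced for line were taken out of these afterwards. For IL3IgG against controls 1 of 34 splits, the real one, gave as many as its 30 genes, and the highest other gave 3. For IL5IgG against controls it was 1 of 34 as well, with 11 genes and a highest other of 3. Of the 34 splits, 18 keep 2 libraries of each line on each side, as the design does. There the real split alone gave as many as well (highest other 3 for both), but 1 of 18 is 5.6%, too few splits for a share under 5%. The real split thus gave the most genes in both comparisons, but the splits that match the design are too few to exclude chance. For IL3IgG against IL5IgG the real split gave 0 genes, so all 34 splits give at least as many whatever their values (the highest 4), and the splits test nothing there.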

How the results depend on the processing

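The alternatives without rows of short RNAs, with coding genes in limma, with library weights, with crossed numbers, and those of the fold rule with deposited floors or without LOC and LINC rows were chosen after the data were seen. For IL3IgG against controls, 56 genes became 7 with no line term, 27 with no trend, 31 with only the compared libraries, 36 with a fold change over 1.5, 16 against medium only and 23 against rhIL3IgG only, and 20 to 82 with 1 library left out. For IL3IgG against IL5IgG the 0 calls of limma (742 at an unadjusted p under 0.05) became 0 to 2 with 1 library left out and stayed 0 otherwise. For IL5IgG against controls, 14 (10 higher, 4 lower) became 24 with no filter, 10 with none lower at a pseudocount of 0.1 and with a filter of 1 RPKM, 15 with none lower without short RNAs, 5 with no line term, 7 against medium only, 6 against rhIL3IgG only, 22 with library weights, and 8 to 23 with 1 library left out. For rhIL3IgG against medium, 4 became 0 at a pseudocount of 0.1, with a filter of 1 RPKM, with only the compared libraries, without short RNAs or with coding genes only (410 genes had an unadjusted p under 0.05 in the fit with 4 calls), 16 with no filter, and 4 to 9 with 1 library left out, where the lone library of a group is assumed to vary like the others. The line difference went from 4 to 1 at a pseudocount of 0.1 and with a filter of 1 RPKM, and to 18 with no filter. The donor difference went from 1 to 2, 2 and 5 under the same settings. The fold rule in dataset 1 went from 508 rows (135 down) to 599 (269 down) on log2 means, 272 with 0.1 RPKM added, 46 with 1 RPKM added, 108 and 69 at a mean of at least 0.5 and 1 RPKM, 66 with both donors passing, 316 at 2-fold, 212 with coding genes, 285 without LOC and LINC rows, 327 on log2 means with deposited floors without LOC and LINC rows, and 408 to 487 with 1 donor left out, of which 251 (without replicate 1) and 200 (without replicate 2) are among the 508. Dataset 2 went from 201 (50 down) to 226 (100 down), 81, 14, 36, 17, 14, 118, 71, 102 and 110 under the same settings, and 207 to 210 with 1 donor left out, of which 78 and 58 are among the 201, so most rows depend on 1 donor. The cause was not tested.
With the eosinophil donor as a replicate block, the counts were 38 for IL3IgG against controls, 0 for IL3IgG against IL5IgG and 20 for IL5IgG against controls, and with line and donor pairs as blocks 0. With the pairing crossed in L21 or in both lines the count was 0. Of the 41 named genes called for IL3IgG, 3 were called under every alternative, 15 with each library left out in turn, and none changed sign. No list call reversed, and 50 of 64 held with an estimated correlation. Genes under 3 reads, up to 0.463 RPKM at 1 kilobase, are limited by depth.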

Differences from the paper's values

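The comparisons with deposited floors, without rows named LOC or LINC and without short RNAs were chosen after the values were seen, and the other alternatives were set before. For genes up by the 1.5-fold rule in dataset 1 the paper's count is 169 and here it is 373, and for all genes of dataset 1 the paper's is 300 and here 508. Of the rows here, 163 of the 373 up and 60 of the 135 down are named LOC or LINC, and none of the 298 genes compared from Tables E2 and E3 is. Without such rows, chosen after seeing the values, the linear mean gives 210 up and 285 in all, within 1.5 times the paper's, and 75 down, which is not. With 0.1 RPKM added the counts are 207 and 272, with coding genes 154 and 212, and both are within 1.5 times the paper's. The total at 2-fold (316) and both counts without replicate 2 (208 and 408) are within it too, and the other settings set beforehand are not. In dataset 2 the paper's count up is 35 and here it is 151, and the paper's total is 72 and here 201. The paper describes its 35 and 72 as genes coding for known proteins, while 151 and 201 are rows of every kind, 75 of the 151 named LOC or LINC. Without such rows there are 76 up, which is not within 1.5 times the paper's, and 26 down and 102 in all, which are. Coding genes give 48 and 71, and 0.1 RPKM added gives a total of 81. The other settings set beforehand differ. Log2 means with deposited floors, without rows named LOC or LINC, chosen after seeing the values, give 177 up and 327 in all for dataset 1, within 1.5 times the paper's, and 61 and 110 for dataset 2, which are not. They keep 165 of the paper's 169 genes up and 129 of its 131 down. The paper's 131 and 37 genes down lie within 1.5 times the 135 and 50 found here with the linear mean, and with no other setting set beforehand: log2 means give 269 and 100, leaving out replicate 1 gives 210 and 79, leaving out replicate 2 gives 200 and 95, and the others give 65 or fewer and 23 or fewer. Of the other settings chosen after seeing the values, leaving out short RNAs (128 and 49) and log2 means with deposited floors without LOC or LINC rows (150 and 49) are within it too, and log2 means with deposited floors on all rows (271 and 101) are not.
Folds over medium in L20 were compared for 298 genes of Tables E2 and E3. A fold is counted as different when its sign differs, or when it is over 1.5 times apart and either the gap is above the SD of the donors or a compared library is at the floor, as for 194 of the 298. With the linear mean of the donors, as set beforehand, 144 differ from the paper's by this rule, and 63 of 298 are within 5%. With the mean of log2 RPKM, also set beforehand, 1 differs and 217 are within 5%, and 201, 225, 158 and 155 differ with 0.1 or 1 RPKM added and without replicate 1 or 2. On log2 means with the deposited floors 296 of 298 are within 5%. Among the named genes, the paper's fold and the fold here in Table E2 are ADH1C (11.0 and 55.77), APOA1 (12.6 and 72.78), FGF10 (16.7 and 126.44), BMP8B (12.9 and 76.32), FOXD3 (11.0 and 55.45), MYO1H (6.4 and 19.24), GNG3 (33.5 and 510.28), C8A (13.7 and 85.13), NODAL (11.1 and 56.17), SYNDIG1 (19.2 and 166.78), IGSF6 (21.9 and 218.03), IL12RB1 (11.3 and 58.10), PALD1 (8.3 and 31.85), COL4A3 (5.4 and 13.49), CPT1B (8.7 and 34.81), KRT36 (5.0 and 11.64), ZMYND15 (7.6 and 26.96). In these the L20 medium library is at the floor, so the fold depends on the value put in for 0 and on the averaging. In Table E3 they are ABCA13 (-10.7 and -2.78), ERBB3 (-19.6 and -1.27), AK8 (-17.0 and -2.96), NLRC4 (-11.0 and -1.81), NSG1 (-45.9 and -3.63), SPATA1 (-10.4 and 1.05), BMP3 (-23.6 and -2.45), SPATA9 (-8.0 and 1.89), PLSCR2 (-47.8 and -7.68), PPL (-5.5 and -1.27), DDN (-22.0 and -5.47), RIBC1 (-6.6 and 1.58), DRD1 (-40.1 and -5.77), EGR3 (-10.3 and -1.91), each with 1 of the IL3IgG libraries at the floor. With log2 means and the same values put in for 0 none of these named genes differs, so their gaps go with the linear mean. With 0.1 or 1 RPKM added or without replicate 1 or 2 each of them differs. Of all 298, LGALS1 differs with log2 means as well: the paper's fold of -5.4 is that of the row LGALSL here.
In Table E5, 8 levels of log2 RPKM differ by more than their spread, all in L21 with IL3IgG: IFNAR1 (4.9 and 4.14), IFNAR2 (3.4 and 3.16), TNFRSF12A (7.7 and 7.25), F2R (7.3 and 6.96), F2RL2 (3.5 and 2.98), TNFSF12 (4.1 and 4.27), SELPLG (2.2 and 1.61), VCAN (6.1 and 6.00), the paper's value first. A level is counted as different when it is further from the paper's than both the SD of the libraries and the table's rounding (0.1 for IL3IgG, 0.01 for medium). Further apart than 0.1 but within the SD are, in L20, IL32 (0.4 and 0.86, SD 1.62), IFNAR2 (2.9 and 3.04, SD 0.68) and F2RL2 (3.8 and 3.94, SD 0.46), and, in L21, IL18R1 (-2.8 and -2.43, SD 1.47), F2RL1 (1.6 and 1.21, SD 0.81), IL6 (3.3 and 3.43, SD 0.50) and C5AR1 (-1.6 and -1.49, SD 0.95). Under the mean of log2 RPKM, set beforehand, 8 of the 84 IL3IgG levels differ by the same rule, and F2RL1 in L21 is 1.10. The paper states that IL32 was up-regulated with IL3IgG, and the log2 fold change here is 1.51 with adjusted p = 0.0896 from limma, so it has the same direction and is not past the threshold. The paper gives 35 genes up in dataset 2 and its Table 4 lists 36.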

Other observations

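The tests weighed here were written before their results were seen, apart from the medians within each donor, the place of libraries on the first component and the comparison of list medians between the media, chosen afterwards. IL5IgG medium changed genes against the same controls too. By limma 10 rows were higher and 4 lower. The 4 lower rows are all short RNAs, and none was lower at a pseudocount of 0.1 or with a filter of 1 RPKM. Among the higher are NPTX1 (log2 fold change 1.10, adjusted p = 2.24e-04), CCL2 (1.01, adjusted p = 0.00271), SLC16A6 (1.00, adjusted p = 0.00271), CYP1B1 (1.34, adjusted p = 0.012) and TIPARP (0.70, adjusted p = 0.0304). Of 9 aryl hydrocarbon receptor targets 2 were higher (5 when adjusted over the list alone). That list had adjusted p = 1.01e-07 from camera, and adjusted p = 0.00701 with an estimated correlation. Interferon response genes rose as a set (adjusted p = 1.22e-10 from camera, and adjusted p = 0.0114 with an estimated correlation). None of the 36 was called over all genes, where 1335 rows had an unadjusted p under 0.05, and 6 were higher when adjusted over the list alone. For NF-kB targets the set test gave adjusted p = 0.00384, and adjusted p = 0.23 with an estimated correlation. The rhIL3IgG control differed from medium in 4 rows, all short RNAs. With 1 library left out, the calls for IL5IgG held for NPTX1, CCL2 and SLC16A6 in all 8 cases, that of CYP1B1 was lost without any of the compared L21 libraries, and that of TIPARP without any compared library other than L20 IL5IgG replicate 2.
Other gene lists moved less with IL3IgG against the controls. None of 24 hypoxia and glycolysis genes, 20 genes of the endoplasmic reticulum stress response, 22 immediate early genes, 16 prostaglandin genes, 13 fibroblast markers and 11 smooth muscle markers passed limma over all genes or when adjusted over the list alone, where 1582 rows had an unadjusted p under 0.05. The camera tests gave adjusted p = 0.0318 for hypoxia and glycolysis (adjusted p = 0.134 with an estimated correlation), 0.825, 0.702, 0.374, 0.152 and 0.53. The mean and the median differ in sign for the stress and the immediate early lists. Of 23 growth factor and BMP genes, FGF2 was higher (3 higher and 1 lower when adjusted over the list alone; adjusted p = 0.0618 from camera). Of 8 nuclear proteins of Table 1, which the study chose on these libraries and which are not independent evidence, 3 were higher (7 when adjusted over the list alone). Against IL5IgG, extracellular matrix genes had a median log2 difference of 0.10 with IL3IgG (adjusted p = 4.86e-06 from camera, and adjusted p = 0.0539 with an estimated correlation), and TGF-β targets one of 0.12 (adjusted p = 2.41e-04, and adjusted p = 0.0826 with an estimated correlation). Both rest mostly on donor 1: within donor 1 and donor 2 the medians were 0.16 and -0.02 for matrix genes and 0.22 and 0.05 for TGF-β targets, against 0.45 and 0.21 for NF-kB targets. The IL5IgG replicate 1 libraries of both lines have the highest values on the first principal component (37.8 in L21 and 16.1 in L20), and COL1A1 was 1460 and 641 RPKM in them against 2200 and 843 in replicate 2.
The response to IL5IgG beside that to IL3IgG may be a smaller dose of 1 response. With the controls split so that the comparisons share no library, 92.9% of 14 genes called for IL3IgG moved the same way with IL5IgG (median ratio 0.60), and 100% of 21 with the controls exchanged (0.63). Genes called for IL3IgG have changes inflated by that selection, and on 5 genes called for IL5IgG the ratio of IL3IgG to IL5IgG was 1.11. All 10 higher calls of IL5IgG were calls of IL3IgG, against 0.0302 for independent lists and 0 in simulated unchanged groups that share the controls. Neither value shows what shared controls add, since the first assumes no sharing and unchanged groups give few calls to share. With separate controls 3 of 4 and 4 of 5 higher calls of IL5IgG were shared. The 4 lower calls, all short RNAs, were shared too, against 0.00403 and 0.05, but with separate controls none of the 2 lower calls of IL5IgG was, so they are no support for 1 response. The lists do not share 1 ratio. With IL5IgG and IL3IgG the median log2 fold change was 0.23 and 0.26 for interferon response genes, 0.34 and 0.39 for aryl hydrocarbon receptor targets, and 0.13 and 0.34 for NF-kB targets, which were higher with IL3IgG than with IL5IgG as a set (adjusted p = 0.0128 from camera with an estimated correlation). This goes against 1 factor for every gene, though the ratios of the lists were not compared by a test. By ELISA the paper found more eosinophil-derived neurotoxin (EDN) in IL3IgG than in IL5IgG medium. A difference in what else IL-3 and IL-5 primed eosinophils release stays open and was not tested here.
The number of genes that pass the 1.5-fold rule may in part come from counting noise of genes with few reads. Simulated reads with no treatment effect, for 16325 rows with a known length, gave 0.49 times the rows up and 0.57 times the rows down in dataset 1, and 0.47 and 0.60 times in dataset 2, which lies between the bounds set for and against it. Restricted to rows with a mean of at least 0.5 RPKM, the ratios were 0.23, 0.34, 0.18 and 0.49.
RNA of eosinophils carried over in the conditioned medium could give leukocyte genes among the genes up by the rule. The summed RPKM of eosinophil markers was 0.206 ± 0.307 (SD, n = 4) with IL3IgG and 0.0869 ± 0.100 (SD, n = 4) in the controls (exact permutation test, two-sided p = 0.714), below the 1 RPKM set beforehand as too low. Of 14 markers in the file 11 were at the floor in all 12 libraries, and the highest, PRG2, averaged 0.198 RPKM and EPX 0.00831. Summed leukocyte markers were 3.75 ± 1.55 RPKM (SD, n = 4) with IL3IgG and 2.83 ± 1.03 (SD, n = 4) in the controls (exact permutation test, two-sided p = 0.400).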
